# Integrated Transcriptomic and Epigenomic Analysis of Primary Human Lung Epithelial Cell Differentiation

**DOI:** 10.1371/journal.pgen.1003513

**Published:** 2013-06-20

**Authors:** Crystal N. Marconett, Beiyun Zhou, Megan E. Rieger, Suhaida A. Selamat, Mickael Dubourd, Xiaohui Fang, Sean K. Lynch, Theresa Ryan Stueve, Kimberly D. Siegmund, Benjamin P. Berman, Zea Borok, Ite A. Laird-Offringa

## Abstract

Elucidation of the epigenetic basis for cell-type specific gene regulation is key to gaining a full understanding of how the distinct phenotypes of differentiated cells are achieved and maintained. Here we examined how epigenetic changes are integrated with transcriptional activation to determine cell phenotype during differentiation. We performed epigenomic profiling in conjunction with transcriptomic profiling using *in vitro* differentiation of human primary alveolar epithelial cells (AEC). This model recapitulates an *in vivo* process in which AEC transition from one differentiated cell type to another during regeneration following lung injury. Interrogation of histone marks over time revealed enrichment of specific transcription factor binding motifs within regions of changing chromatin structure. Cross-referencing of these motifs with pathways showing transcriptional changes revealed known regulatory pathways of distal alveolar differentiation, such as the WNT and transforming growth factor beta (TGFB) pathways, and putative novel regulators of adult AEC differentiation including hepatocyte nuclear factor 4 alpha (HNF4A), and the retinoid X receptor (RXR) signaling pathways. Inhibition of the RXR pathway confirmed its functional relevance for alveolar differentiation. Our incorporation of epigenetic data allowed specific identification of transcription factors that are potential direct upstream regulators of the differentiation process, demonstrating the power of this approach. Integration of epigenomic data with transcriptomic profiling has broad application for the identification of regulatory pathways in other models of differentiation.

## Author Summary

Understanding the role of epigenetic control of gene expression is critical to the full description of biological processes, such as development and regeneration. Herein we utilize the differentiation of cells from the distal lung to gain insight into the correlation between the epigenetic landscape, molecular signaling events, and eventual changes in transcription and phenotype. We found that by integrating epigenetic profiling with whole genome transcriptomic data we were able to determine which molecular signaling events were activated and repressed during adult alveolar epithelial cell differentiation, and we identified epigenetic changes that contributed to these changes. Furthermore, we validated the role of one of these predicted but not previously identified pathways, retinoid X receptor signaling, in this process.

## Introduction

Over the past two decades the relationship between gene expression and chromatin structure has been increasingly recognized [1]–[4]. Elucidation of the histone code and subsequent insights into the functional implications of post-translational modifications of histone tails have begun to provide a mechanistic understanding of the role that chromatin context plays in gene expression. One of the most widely studied histone marks of active gene transcription is acetylation of lysine residues in the N-terminal tail of histone H3. Acetylation of Lysines 9 and 14 (H3K9/14^Ac^), found at promoters and enhancers of actively transcribed genes [5]–[7], serves as a docking point for chromatin remodeling complexes that open chromatin, facilitating transcriptional activation [8]–[10]. In contrast, trimethylation of lysine 27 of histone H3 (H3K27^me3^) confers repression through binding of the polycomb repressive complex (PRC1/2) and chromatin compaction [11]–[13]. The H3K9/14^Ac^ and H3K27^me3^ marks usually occur in distinct cell-type specific genomic regions. Many studies have examined the differentiation of stem cells into a variety of differentiated cell types, in processes that traverse large phenotypic (and presumably epigenetic) distances [14]. However, using stem cells to dissect the mechanism(s) by which the differentiated epigenotype is reached may be challenging due to the distant relationship between the starting and resulting cell populations. In contrast, examining epigenetic differences between two closely related yet phenotypically distinct cell types might offer more straightforward insights into the relationship between epigenetic changes and the establishment of new expression patterns. Isolated distal lung epithelial cells offer a compelling model system; primary human alveolar epithelial type 2 (AT2) cells can be purified in large numbers from remnant transplant lung, and can be differentiated *in vitro* in a manner closely mimicking both normal maintenance and regeneration following lung injury [15], [16].

The distal lung alveolar epithelium consists of two major cell types: cuboidal surfactant-producing AT2 cells and elongated type 1 (AT1) cells that facilitate gas exchange. AT2 cells are the implicated precursors of AT1 cells, and through differentiation restore function of damaged distal lung epithelium [17], [18]. This phenotypic transition can be recapitulated *in vitro* when purified primary AT2 cells are plated under defined cell culture conditions [19], [20]. Previous studies using purified rat AT2 cells showed that AT2 cell-specific markers, such as surfactant protein C and A (SFTPC, SFTPA1), decrease with time in culture, while AT1 cell markers, such as aquaporin 5 (AQP5 [21], [22]), caveolin 1 (CAV1, [23], [24]) and podoplanin (PDPN, [25], [26]) increase over time [27]. These expression changes are accompanied by profound changes in cellular morphology and function [28]. Recent advances have allowed for the isolation of human AT2 cells from remnant human transplant lungs [15], [29].

Differentiation of purified primary human AT2 cells into AT1-like cells represents a unique kinetic model system to study the process of epithelial cell differentiation without the caveats of cell line immortalization or mixed tissue analysis. Here, we simultaneously profiled the transcriptomic and epigenomic changes of differentiating human alveolar epithelial cells (AEC). Detailed integrated analysis facilitated identification of regulatory networks and participating transcription factors, pointing to roles for known and novel signaling pathways in distal lung epithelial differentiation. To our knowledge this is the first integrated analysis of human primary epithelial cell differentiation.

## Results

### Transcriptomic profiling of human alveolar epithelial type 2 cells during differentiation

AT2 cells were isolated from the lungs of three non-smoker donors (Figure S1A) and plated on collagen-coated polytetrafluoroethylene membranes. Purity was verified by immunostaining for AT2 cell-specific markers pro-SFTPC and transcription factor NK2 homeobox 1 (NKX2-1), as well as hematopoietic marker protein tyrosine phosphatase, receptor type, C (PTPRC, previously CD45) and mesenchymal marker vimentin (VIM) to check for contaminating cell types. Pro-SFTPC-positive cells averaged 86% purity (Figure S1A–1B). Over the course of 8 days the cells underwent differentiation into AT1-like cells, forming confluent monolayers with tight junctions expressing tight junction protein 1 (TJP1, previously ZO-1) and showing downregulation of *SFTPC*, upregulation of *AQP5*, and establishment of transepithelial resistance [27], [30], [31] (Figure S1C–1E).

Raw expression data across all samples had similar distributions (Figure S2), GEO accession #GSE38571. Thus, all samples, including a technical duplicate each of day 0 (D0) and day 4 (D4), were included in normalization (Figure S3). The relationship between gene expression profiles was examined by unsupervised hierarchical clustering using the top 5% of genes most variant across the dataset. Samples from different lungs clustered together based largely on the timing of differentiation, with the D0 and D2 samples each grouping together (Figure 1A). Importantly, the sample dendrogram indicates the major branch point is between D2 and D4, which has been observed previously as the point in time when the largest shift from AT2 to AT1 phenotype occurs in gene expression and morphology [32]. Clustering did not change using alternate cutoffs in the number of genes (top 2%, top 10%) (Figure S4). A two-dimensional principal component analysis plot showed that time in culture corresponded to PC1 (46% of total variation in the samples) (Figure 1B), suggesting that the differentiation process contributed most to inter-sample variation.

**Figure 1:**
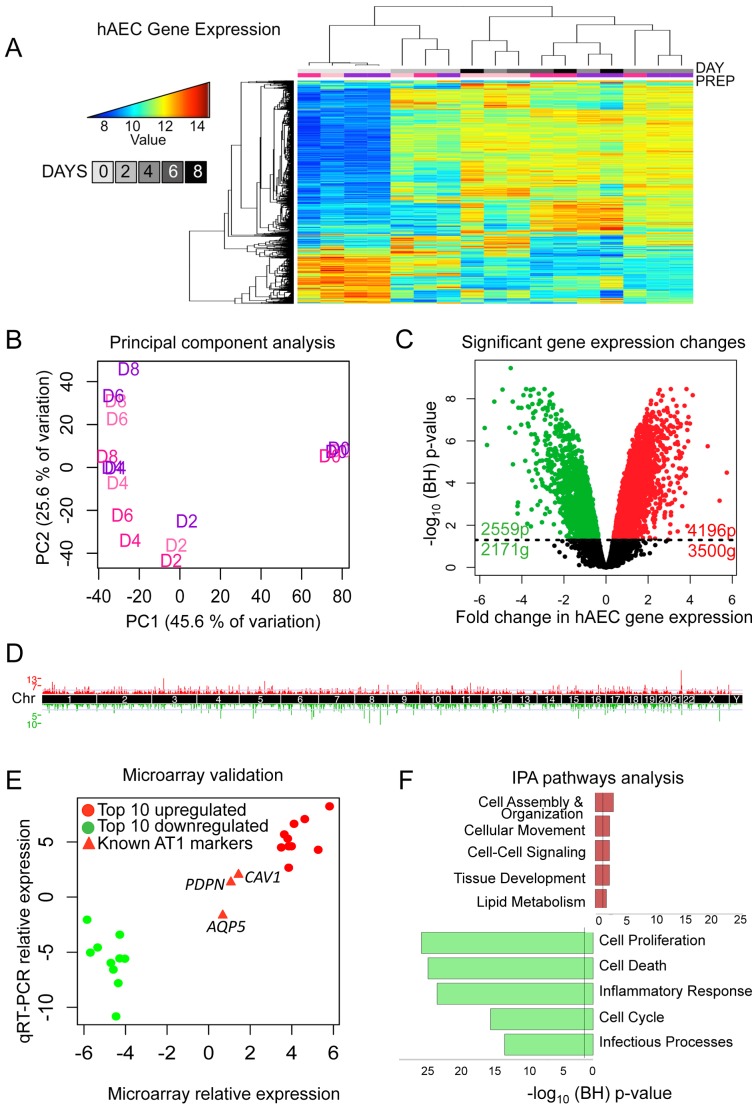
Transcriptomic profiling of human AEC differentiation. A) Heatmap of top 5% variant-VSN normalized gene expression probes. Blue = low expression, red = high expression. DAY = number of days AT2 cells were allowed to differentiate. “Prep” = donor lung origin by color (Figure S1). B) Principal component analysis of normalized hAEC samples. Samples color coded by donor lung as in (A). C) Significant changes in hAEC gene expression. Black line = BH-adjusted cutoff (FDR adjusted p≤0.05) calculated between D0 and D8. 20 genes show both significant up and downregulation for probes in different locations of the gene. D) Manhattan plot of differentially expressed genes. X-axis = chromosomal location, Y-axis = number of genes in each 2 MB region. E) qRT-PCR validation of microarray, data expressed in log_2_-fold change of differences between D0 and D8. Circles = top 10 up- and down-regulated genes, triangles = known AT1 cell differentiation markers (*AQP5, PDPN, CAV1*). F) IPA of significantly up- or down-regulated genes. Bars expressed as log_10_-BH corrected p-values of enrichment for pathway members in significant list against RefSeq db38 background. Whole figure: Red = upregulated, green = downregulated.

A linear model was fit over the 5 time points (D0, D2, D4, D6, and D8) excluding the technical duplicates and a moderated t-test was used to determine significance of changes in gene expression from D0 (AT2 cells) to D8 (AT1-like cells). 6755 probes (5651 genes) showed statistically significant changes in gene expression; 4196 upregulated probes (3500 genes) and 2559 downregulated probes (2171 genes) (Figure 1C). These changes were distributed throughout the genome (Figure 1D). qRT-PCR of the top 10 up- and down-regulated genes showed a high degree of correlation with the microarray expression results (Figure 1E, Figure S5). Genes known to become activated during AT2 to AT1 cell differentiation (*PDPN*, *CAV1*, and *AQP5*) were also assessed using qRT-PCR and values were plotted for comparison alongside the top differentially expressed genes (Figure 1E, red triangles).

Ingenuity Pathways Analysis (IPA) revealed that the top upregulated pathways were cell assembly and organization, cell movement, cell-cell signaling, tissue development, and lipid metabolism, all of which are consistent with AT2 cells differentiating into larger, flat AT1 cells, while the most downregulated pathways pertained to cell proliferation, cell death, inflammatory response, cell cycle and infectious processes (Figure 1F). Signaling pathways in the upregulated networks included those of v-akt murine thymoma viral oncogene homolog (*AKT*), protein kinase C (*PRKC*), and the *RAS* family *RAB* genes, implicated in endocytosis, while FBJ murine osteosarcoma viral gene homolog (*FOS*) was the center of interconnectivity in the top downregulated network (Figure S6). Analysis using another pathway prediction program DAVID yielded results consistent with IPA (Figure S7).

### Comparative transcriptomic profiling of human and rat alveolar epithelial cell differentiation

Differentiation of AT2 cells into AT1 cells has been extensively studied in the rat [33], [19]. To compare differentiation between rat AEC (rAEC) and human AEC (hAEC), purified rat AT2 cells were cultured under differentiation-permissive conditions and RNA was subjected to whole genome profiling. 

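RNA from rat AT2 cells at isolation (D0) and from the same kind of cells after 2, 4, 6 and 8 days in culture (D2 to D8) was hybridized to Illumina RatRef-12 arrays, 3 arrays per day and 15 in all. AT2 cells are the cuboidal cells of the alveolus that make surfactant, and AT1 cells are the thin cells through which gas diffuses. The legend of Figure 2A speaks of separate rAEC purifications, but the labels of the deposited arrays do not say which purification each array came from. They do give the slide. Slide 1 held 10 arrays, 2 of each day, slide 2 held 1 array of D2 and 1 of D4, and slide 3 held 1 array each of D0, D6 and D8. An array is named here by its slide and its position on it, so that s1H lay in position H of slide 1. The deposited raw signals are BeadStudio averages per probe, not normalized between arrays, each with a detection p against the negative controls of its own array. At a detection p under 0.01, a median of 8819 of the 22523 probes was detected per array at D0, 9234 at D2, 9320 at D4, 9551 at D6 and 9043 at D8. The number of arrays limits the precision of every value. The raw signals were normalized by VSN, as the methods state, with a new fit of the same model, since LUMI could not be run. The normalized values that the authors deposited, each column of which equals the log2 of a linear function of the raw signal of the same array, were used as an alternative. limma fitted 1 mean per day to all 15 arrays, and D8 was compared with D0 at a Benjamini-Hochberg adjusted p of at most 0.05 over all probes, with no filter on dim probes. The probe table names a single gene for 13793 of the probes. Gene lists and the rule for naming genes were fixed before the data were examined, and each gene of a list was read, its detection included, on the probe with the highest mean signal. The camera test of limma compares the changes in a list with those of all other probes and is adjusted over the 37 lists. It takes a preset correlation between the genes of a list, and as an alternative a correlation estimated for each list. Where a gene was not detected on any array of its dimmer day, its fold is given as a lower bound, in which signals under the lowest detected signal of their array were raised to it. A list median "with bounds" counts such genes at their bound, or at 0 where they were not detected on all 3 arrays of the brighter day either.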

Technical variation within raw data was minimal (Figure S8). 

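Raw log2 signals of arrays of the same day correlated over the probes at a Pearson's r of 0.974 to 0.995 (median 0.983, 15 pairs). D0 arrays correlated with arrays of any later day at 0.894 to 0.931 (median 0.916, 36 pairs), below every pair of the same day. Among D2 to D8, arrays of different days correlated at 0.966 to 0.997 (median 0.980, 54 pairs), a range that covers that of arrays of the same day. Pairs of the same day that lay on slide 1 stood at 0.990 to 0.995 (5 pairs), and pairs of the same day on different slides at 0.974 to 0.986 (10 pairs), so these ranges did not overlap. Probes of an array are not independent replicates, and no test was made on these coefficients. The median raw signal of the arrays ran from 170.8 to 246.8, with a median of 190.2 over the 15 arrays. Slide 1 arrays had 8819 to 9787 detected probes, slide 2 arrays 8792 to 9307 and slide 3 arrays 7615 to 8387.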

Data was preprocessed and clustered similarly to the human expression arrays (Figure S9). 

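On the 450 probes with the highest variance, the top 2%, Ward clustering first parted 3 arrays, those of D0, from the other 12. At 3 clusters the 3 D2 arrays left the 9 arrays of D4, D6 and D8. At 4 clusters these 9 parted into the 6 arrays of slide 1 and the 3 of slides 2 and 3, not by day. The adjusted Rand index, which is 1 where clusters and groups are identical and near 0 by chance, was 0.40 between 3 clusters and the 5 days and -0.075 between 3 clusters and the 2 slide groups. With 5 clusters it was 0.251 for day and 0.314 for slide group. In a principal component analysis of all probes, PC1 held 40.1% of the variance and day explained 98.0% of it, with D0 arrays at -122 to -94.3, D2 arrays at 6.38 to 16.2 and the arrays of D4 to D8 at 21.3 to 37.2. PC2 held 21.1% of the variance and slide group explained 96.4% of it. Slide group took up 46.4% of the variance within days (exact permutation test of slide group within day, p = 0.0041, the smallest that the 243 arrangements allow). Of all probes, 10907 were detected on no array, and the share of dim probes in this variance was not tested. After VSN, pairs of the same day on slide 1 and another slide correlated at 0.943 to 0.966, and with the authors' values at 0.975 to 0.986. Whether the arrays of slides 2 and 3 came from another purification is not known from the labels, so slide and purification cannot be told apart.

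**Figure D1:**
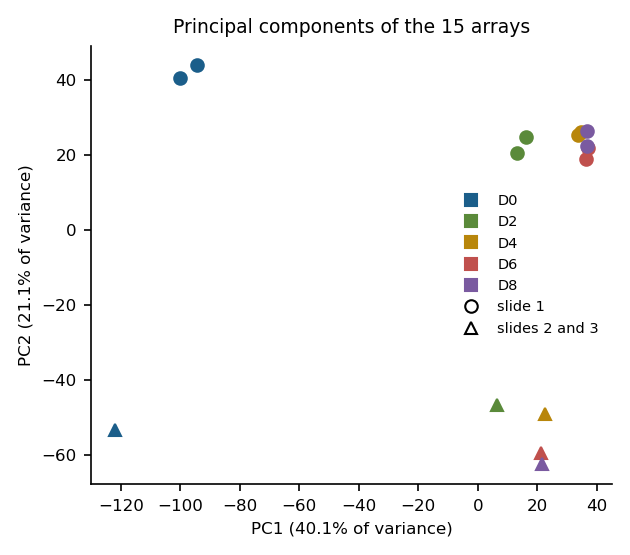
Scores of the 15 arrays on PC1 and PC2 of all probes after VSN, with days as colours, circles for slide 1 and triangles for slides 2 and 3. D0 arrays lie at the left, at -122 to -94.3 on PC1, and the 2 slide groups lie apart on PC2.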

Purified AT2 cells clustered separately from AEC differentiating toward the AT1 cell phenotype (Figure 2A, Figure S10). We observed 4860 significantly changing probes corresponding to 4799 genes, with 2835 probes (2793 genes) upregulated and 1983 probes (1964 genes) downregulated (Figure 2B). 

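Sftpc, which encodes surfactant protein C of AT2 cells, stood at 15.30 ± 0.08 (SD, n = 3 arrays) on the log2 scale at D0 and at 5.82 ± 0.90 (SD, n = 3) at D8, where it was detected on 1 of the 3 arrays. This is a log2 fold change of -9.48 (standard error 0.50, adjusted p = 1.3e-08 from limma). Aqp5, the water channel of AT1 cells, stood at 8.34 ± 0.55 (SD, n = 3) at D0 and 11.44 ± 0.64 (SD, n = 3) at D8, a log2 fold change of 3.10 (standard error 0.42, adjusted p = 9.3e-05 from limma). Pdpn, which encodes podoplanin of the AT1 cell surface, rose by 0.92 (standard error 0.17, adjusted p = 0.00137 from limma) on the log2 scale. For these 3 genes every D8 array lay on one side of every D0 array. Of 13 AT2 cell markers measured, 10 were lower at D8, none was higher and 3 did not pass the test (1 higher and 10 lower adjusted over the list alone, median -4.67, camera adjusted p = 1.7e-11). Sftpa1, detected on 2 D8 arrays, changed by -8.53, the phosphate transporter gene Slc34a2, detected on 1, by -8.40 and Sftpb by -7.76. The lung transcription factor gene Nkx2-1 had a log2 change of 0.21 and did not pass. Of 17 AT1 cell markers, 11 were higher, none was lower and 6 did not pass (11 higher and 1 lower adjusted over the list alone, median 1.84, camera adjusted p = 5.9e-09). Col4a3 rose at least 16.9-fold, Clic5 and Spock2 rose by 4.43 and 4.89 on the log2 scale, and Akap5, detected on 1 D0 array, by 5.12. Of 2 Cav1 probes, 1 was detected on 1 array at D0 and 1 at D8 and the other on no array of these days, and neither passed. Of 12 genes of the Krt8-positive transitional state, Krt7 (3.08), Itgb6 (1.64) and Ccn2 (0.60) were higher and 6 were lower, among them Cldn4 at -3.15 (3 higher and 7 lower adjusted over the list alone, median -0.78, camera adjusted p = 0.172). limma's call of Ccn2 was lost without D0 s1I, D0 s3A, D8 s1G, D8 s1J or D8 s3I (adjusted p up to 0.0974).

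**Figure D2:**
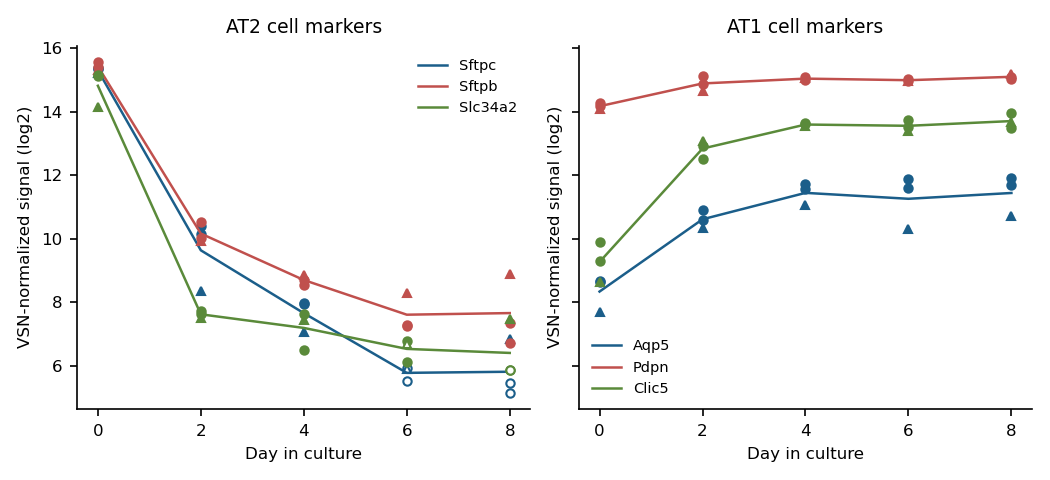
VSN-normalized signal (log2) by day in culture of 3 AT2 cell markers (Sftpc, Sftpb, Slc34a2) and 3 AT1 cell markers (Aqp5, Pdpn, Clic5). Each point is 1 array, circles for slide 1 and triangles for slides 2 and 3, open where the probe was not detected, and lines join the means of 3 arrays. Sftpc had reached 9.64 and Aqp5 10.61 by D2.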

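By the rule for naming genes, the 12 largest increases were those of Wfdc1 (7.78 on the log2 scale, detected on 2 D0 arrays), Ltbp2, Cald1, Cyp1b1, Postn, Fn1, Apoe (6.36), Spp1 (6.24), Tagln, Mmp12, Loxl2 and Grem1. Of these, Ltbp2, Cald1, Cyp1b1, Postn, Loxl2 and Grem1 were not detected at D0, and their increases were at least 54.9-, 59.8-, 55.5-, 17.3-, 11.8- and 15.8-fold. Their rank among the 12 is not established, since these are only lower bounds. Some of these bounds depend on single D8 arrays, with 8.48-fold for Postn and 10.1-fold for Grem1 without s1G, and 27.9- and 24.1-fold without s3I. The 12 largest decreases were those of Cxcl3, S100g (-9.55, detected on 1 D8 array), Sftpc, Sftpa1, Retnla, Slc34a2, Hbb, Defb4 (-8.18, on 2), Hba-a1, Sftpb, Hhip and Cxcl2. Cxcl3, Retnla and Hhip were not detected at D8, and they fell at least 356-, 209- and 51.8-fold, so that their rank is not established either. Several of these genes are also typical of other cells. Hbb and Hba-a1, which encode haemoglobin chains, fell by 8.28 and 8.17 on the log2 scale, each detected on 1 D8 array. Hbb stood at 14.39 at D0, 11.60 at D2, 8.20 at D4 and 6.11 at D8. Of 5 erythroid markers these 2 were lower and none was higher (2 lower adjusted over the list alone, median -0.63, with bounds -0.46, camera adjusted p = 0.0202, and 0.0871 with an estimated correlation, where the list did not pass). Among secretoglobins of airway club cells, Scgb1a1 went from 15.50 at D0 to 11.50 at D8 and Scgb3a2 fell at least 60.9-fold. Of 11 airway markers 6 were lower and none was higher (none higher and 7 lower adjusted over the list alone, median -1.36, with bounds -1.02, camera adjusted p = 4.4e-04). Of 17 macrophage and leukocyte markers, 6 were higher, among them Tyrobp at 2.59 and Aif1 at 1.83, and 1 was lower, Lcp1 at -0.80 (10 higher and 1 lower adjusted over the list alone, median 1.10, with bounds 0.79, camera adjusted p = 0.00788). This list did not pass camera with an estimated correlation (adjusted p = 0.396) or with the filters on dim probes (0.109 and 0.0564), and limma's call of Lcp1 was lost without D0 s3A, D8 s1G or D8 s3I (adjusted p up to 0.0638). Ptprc, the leukocyte marker CD45, had a log2 change of 0.13 and did not pass. Of 11 lymphocyte markers, Cd79b, Nkg7 and Prf1 were lower, Cd79b at -1.22 and Nkg7 at least 1.63-fold, and none was higher (none higher and 3 lower adjusted over the list alone, median -0.61, with bounds 0, camera adjusted p = 0.0110, and 0.281 with an estimated correlation, where the list did not pass). Of 10 endothelial markers only Cldn5 was lower, at -2.65 and detected on 1 D8 array (1 higher and 3 lower adjusted over the list alone, median -0.30, with bounds 0, camera adjusted p = 0.0945), and of 3 mesothelial markers only Msln was higher, at 3.26 (1 higher and none lower adjusted over the list alone, median 0.49, with bounds 0, camera adjusted p = 0.306). With an estimated correlation the AT2, AT1 and airway lists passed (adjusted p = 0.0186, 0.00196 and 0.0186).
Over all probes, 4059 changed between D0 and D8 by limma, 2233 higher and 1826 lower at D8. They stand for 3096 named genes, 1739 with a probe higher, 1358 with a probe lower and 1 with both, and 927 of the probes have no gene name. The change had the same sign on slide 1 and on slide 3 for 4056 of these probes. The probes were called from the arrays of both slides together, so this is no independent repeat. Every D8 array lay on one side of every D0 array for 29.5% of all probes, where chance gives 10%, and for 4019 of these 4059, which were selected for that difference. Of the probes that changed, 1124 were not detected on any array of their dimmer day. For 269 of these, not detected on any array of either day, no fold can be given, and for the others the fold is a lower bound at best.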

For comparison, human and rat expression arrays were subset to include probes represented on both arrays; 13173 genes were represented in both species. This resulted in 3973 and 3662 statistically significant gene expression alterations in rat and human AEC respectively. Of these statistically significant gene sets derived separately from both species, 1514 genes were significantly differentially expressed during both human and rat AT2 to AT1 differentiation (Figure 2C–2D, p-value <2.2×10^−16^). Separating significantly up- or downregulated genes yielded similar degrees of overlap (Figure 2D). Therefore, differentiation of AT2 into AT1-like cells involves coordinated changes in thousands of genes, many of which occur in both human and rat. 

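Fos, an immediate early transcription factor gene, stood at 14.13 ± 0.86 (SD, n = 3 arrays) at D0, at 6.65 at D2 and at 8.45 ± 0.35 (SD, n = 3) at D8, a log2 fold change of -5.68 (standard error 0.39, adjusted p = 1.6e-07 from limma). Of 19 immediate early genes measured, 15 were lower at D8 and none was higher (none higher and 16 lower adjusted over the list alone, median -2.32, camera adjusted p = 1.8e-17), with Klf4 at -5.77 and Myc at -2.88. Of 24 inflammatory and NF-kB response genes, 19 were lower and 1 was higher, Csf1 at 2.05 (1 higher and 19 lower adjusted over the list alone, median -3.11, with bounds -2.34, camera adjusted p = 5.5e-15), and the chemokine gene Cxcl2 fell at least 136-fold. All 7 class II antigen presentation genes were lower (none higher and 7 lower adjusted over the list alone, median -4.31, camera adjusted p = 1.5e-10), with Cd74 at -5.95 and RT1-Ba at -5.09. Of 8 basement membrane genes, 6 were higher and none was lower (6 higher and none lower adjusted over the list alone, median 2.40, camera adjusted p = 1.7e-09), among them Sparc at 3.91 and Agrn at 3.14. Of 9 ion and water transport genes, the sodium channel subunits Scnn1b, Scnn1g and Scnn1a were higher at 3.94, 3.74 and 1.23, as were Aqp4, detected on 1 D0 array, and Aqp1, named after its values were seen, and Atp1b3 was lower at -0.97 (5 higher and 2 lower adjusted over the list alone, median 1.23, camera adjusted p = 0.0219). This list did not pass camera with an estimated correlation (adjusted p = 0.140), with the filters on dim probes (0.109 and 0.140) or without the D0 array s1I (0.0759). From D2 to D8 it was higher (median 0.52, camera adjusted p = 1.1e-04, and 0.0259 with an estimated correlation). Of 13 tight junction genes, 5 were lower, Cldn3 at -5.16, Cldn4, Cldn5, Cldn8 and Pard3, the last named after its values were seen, and Tjp1 was higher at 0.63 (1 higher and 5 lower adjusted over the list alone, median -0.56, camera adjusted p = 0.00294). The Tjp1 call of limma was lost without D0 s1H, D0 s1I, D8 s1G, D8 s1J or D8 s3I (adjusted p up to 0.155). With an estimated correlation the immediate early, inflammatory, class II, basement membrane and tight junction lists passed (adjusted p = 0.00174, 0.0307, 0.00325, 0.00196 and 0.0255).

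**Figure D3:**
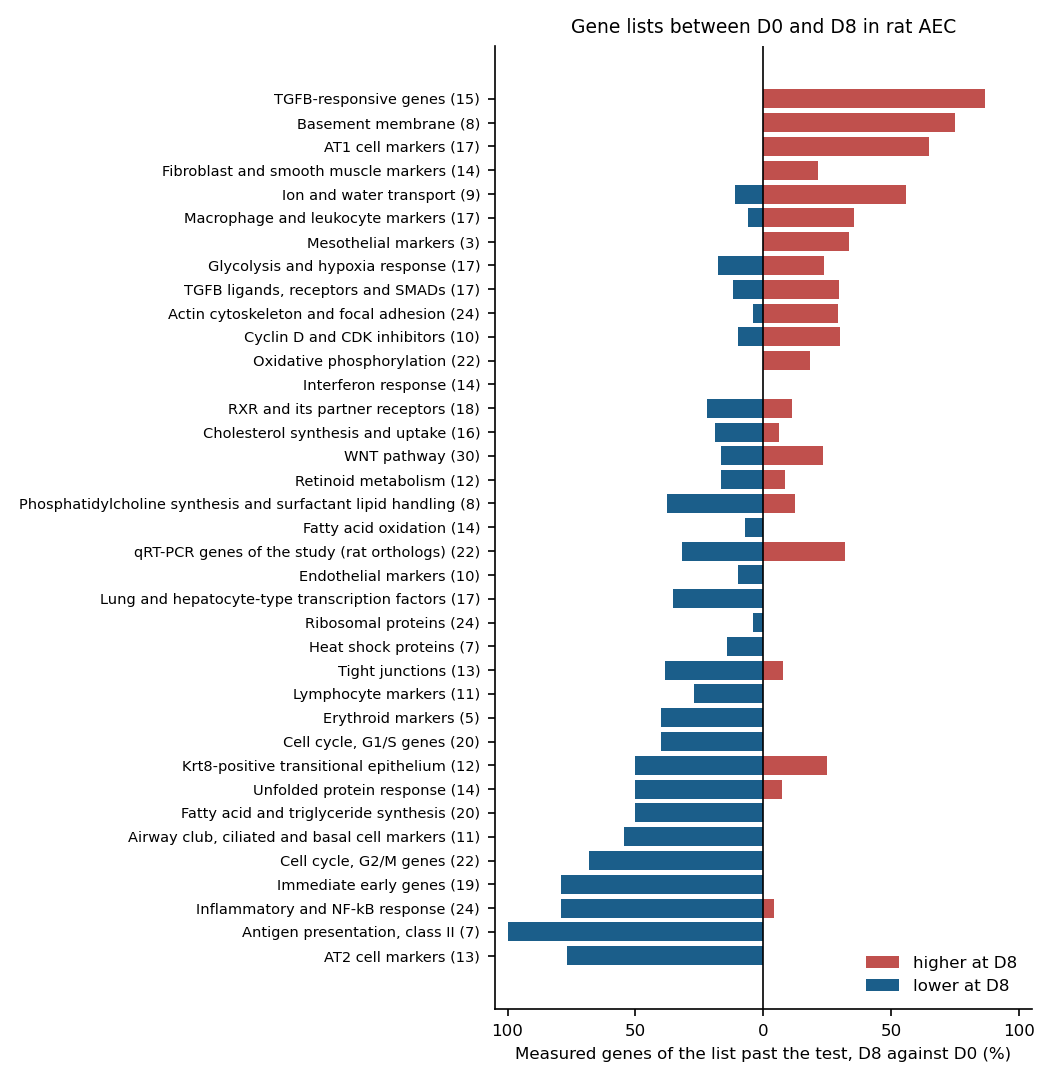
Share of the measured genes of each list (number in brackets) that passed an adjusted p of 0.05 from limma between D0 and D8, in percent, to the right where higher at D8 and to the left where lower, ordered by the median log2 change of the list. TGFB-responsive, basement membrane and AT1 genes stand at the side of the increases and class II, inflammatory, immediate early and AT2 genes at that of the decreases.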

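Between D0 and D2, 4181 probes changed by limma, 2322 higher and 1859 lower. Cald1, a smooth muscle and cytoskeleton gene, rose at least 75.3-fold in this step, Wfdc1 rose by 7.11 and Tagln by 6.56 on the log2 scale, while S100g fell by 8.31, the chemokine gene Cxcl3 fell by 8.01 and Retnla fell at least 230-fold. Wfdc1 was detected on 2 D0 arrays and S100g on 2 D2 arrays. Between D2 and D4, 314 probes changed, 170 higher and 144 lower, and 108 to 219 when any 1 of the 6 arrays of these days was left out. With other settings the count was mostly higher, 886 with slide as a random block, 922 with slide group as a term, 980 with slide, 592 and 692 with the filters on dim probes and 720, 751 and 897 with 3 other normalizations, though 242 with median scaling and 113 with only the arrays of these days. Spock2, an AT1 cell marker, rose by 3.91 on the log2 scale, Apoe by 3.86 and Rarres1, detected on 2 D2 arrays, by 3.56, and Scd fell by 3.42, Lypd8, detected on 2 D4 arrays, fell by 3.60 and Car3 fell by 4.14. In limma these calls were lost for Apoe without D2 s1D, D2 s2A, D4 s1E or D4 s1K (adjusted p up to 0.0983) and Car3 without D2 s1C, D2 s1D or D4 s1K (adjusted p up to 0.0752). limma called 0 probes between D4 and D6 (434 at an unadjusted p under 0.05) and 0 between D6 and D8 (435). The 434 and 435 are 1.93% of the probes each, under the share of 0.05 that is due where nothing changes. The fit had no term for slide and was strict here, so the 0 calls do not show that nothing changed. Between D2 and D8, a comparison added after the data were seen, 581 probes changed, 262 higher and 319 lower. Of 14 interferon response genes, 7 were higher at D2 than at D0 (median 1.24, camera adjusted p = 8.9e-04, and 0.252 with an estimated correlation) and 4 were lower at D8 than at D2 (camera adjusted p = 5.4e-06, and 0.162 with an estimated correlation), so that the list calls of both steps were lost at an estimated correlation. limma called 0 of these genes between D0 and D8 (0 adjusted over the list alone, median 0.06, with bounds 0, camera adjusted p = 0.562). Of 17 genes of glycolysis and the hypoxia response, 10 were higher and 2 lower at D2 than at D0 (camera adjusted p = 7.7e-04, and 0.252 with an estimated correlation) and 5 were lower at D8 than at D2 (camera adjusted p = 1.8e-06, and 0.137 with an estimated correlation). At D8 Aldoa, Pfkp, Slc16a3 and Eno1 were higher than at D0, Pfkp at 1.69, and Ankrd37 at -3.09, Hk2 and Ldha were lower (5 higher and 3 lower adjusted over the list alone, median 0.48, with bounds 0.19, camera adjusted p = 0.276). Of 24 actin cytoskeleton and focal adhesion genes, 11 were higher at D2 and none was lower (camera adjusted p = 0.00628, and 0.191 with an estimated correlation), and from D2 to D8 the list had a median change of -0.05 (camera adjusted p = 0.276). At D8, 7 of them were higher, among them Flna at 1.48, and Anxa1 was lower (7 higher and 1 lower adjusted over the list alone, median 0.42, with bounds 0.20, camera adjusted p = 0.0555). The list passed as higher at D8 with all 4 other normalizations (adjusted p = 0.00610 to 0.0203), on slide 1 alone (0.0274), with the mean of all probes of a gene (0.0385) and without the D0 array s3A (0.0151) or the D8 array s1J (0.0438), and not with an estimated correlation (0.333). The median change of the actin list was 0.48 on slide 1 and -0.05 on slide 3, which has 1 array per day. Of 14 unfolded protein response genes, 7 were lower at D8, among them Atf4 at -1.98, and Pdia4 was higher at 1.18 (1 higher and 8 lower adjusted over the list alone, median -0.79, camera adjusted p = 0.00129, and 0.281 with an estimated correlation, where the list did not pass). Of 7 heat shock protein genes only Dnajb1 was lower, at -2.23 (none higher and 2 lower adjusted over the list alone, median -0.45, with bounds -0.07, camera adjusted p = 0.101). Of 22 oxidative phosphorylation genes, Ndufs1, Ndufs8, Sdhd and Atp5f1c were higher, Ndufs8 at 0.97, and none was lower (4 higher and none lower adjusted over the list alone, median 0.10, camera adjusted p = 0.172). Of 24 ribosomal protein genes only Rps3 was lower, at -0.62 (0 adjusted over the list alone by limma, median -0.40, camera adjusted p = 0.00372). The ribosomal list did not pass camera with an estimated correlation (adjusted p = 0.378) or with 3 of the other normalizations, and the oxidative phosphorylation list passed as higher with all 4. In limma the calls at D8 were lost for Slc16a3 without D0 s3A or D8 s1J (adjusted p up to 0.0580), Eno1 without D0 s1H, D0 s3A, D8 s1G or D8 s1J (adjusted p up to 0.187), Hk2 without D0 s1H or D0 s3A (adjusted p up to 0.0716), Ldha without D0 s1H, D0 s3A, D8 s1J or D8 s3I (adjusted p up to 0.0983), Anxa1 without D0 s1H, D0 s1I or D8 s3I (adjusted p up to 0.0659), Atp5f1c without D0 s1H, D0 s3A, D8 s1G, D8 s1J or D8 s3I (adjusted p up to 0.103) and Rps3 without D0 s1H, D0 s1I, D8 s1J or D8 s3I (adjusted p up to 0.142). In all, 22 of the 37 lists passed camera between D0 and D8, 7 higher and 15 lower, and 10 passed with an estimated correlation. The rat arrays hold no human samples, so the overlap between species was not analysed here. From the numbers of genes changing in rat and human AEC and the size of their overlap, the paper concludes that AT2 cells become AT1-like cells through coordinated changes in a large number of genes, many of them in both species.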

IPA analysis of genes concordantly changing in rat and human AT2 cell differentiation identified many similar altered pathways in both DAVID and IPA results (Figure 1E, Figure S11A). The most significant network from this joint analysis centered on genes involved in lipid metabolism (Figure S11B).

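In rat AEC the fatty acid desaturase gene Scd stood at 14.55 ± 0.45 (SD, n = 3 arrays) at D0, 11.56 at D2, 8.14 at D4 and 7.62 ± 0.34 (SD, n = 3) at D8, a log2 fold change from D0 to D8 of -6.93 (standard error 0.27, adjusted p = 8.4e-10 from limma). Of 20 genes of fatty acid and triglyceride synthesis measured, 10 were lower at D8, none was higher and 10 did not pass (1 higher and 12 lower adjusted over the list alone, median -0.91, with bounds -0.81, camera adjusted p = 2.3e-07, and 0.0186 with an estimated correlation). Acsl4 and Acsl3, which activate fatty acids, changed by -2.89 and -2.52, and Gpam, of the first step of triglyceride synthesis, fell at least 3.58-fold. Of 16 genes of cholesterol synthesis and uptake, 13 were higher at D2 than at D0 and none was lower (median 1.38, camera adjusted p = 4.1e-08, and 0.104 with an estimated correlation), and 9 were lower at D4 than at D2 and none was higher (median -1.22, camera adjusted p = 1.3e-26, and 0.0167 with an estimated correlation). Between D0 and D8 the sterol desaturase gene Sc5d was higher at 1.18, and Idi1 at -1.79, Stard4 at -1.19 and Tm7sf2 at -1.02 were lower (1 higher and 3 lower adjusted over the list alone, median -0.12, camera adjusted p = 0.656, and 0.00379 with a linear regression on day, where the list passed as lower). In limma these calls were lost for Sc5d without D0 s1H, D8 s1J or D8 s3I (adjusted p up to 0.0764) and Tm7sf2 without D0 s1I, D8 s1J or D8 s3I (adjusted p up to 0.0750), and without D0 s1H the Sc5d change was 0.72. Among 8 genes of phosphatidylcholine synthesis and surfactant lipid handling, the secreted phospholipase Pla2g1b changed by -7.02, the remodelling enzyme Lpcat1 by -2.44 and the choline kinase Chka by -1.85, and the lysosomal phospholipase Pla2g15, detected on 1 D0 array, rose by 2.10 (1 higher and 3 lower adjusted over the list alone, median -0.18, with bounds -0.07). The camera adjusted p of this list was 0.0300, and 0.201 at the most under the alternatives, among them slide group as a term and an estimated correlation, where it did not pass. Of 14 genes of fatty acid oxidation only Hadh was lower, at -1.34, and none was higher (none higher and 1 lower adjusted over the list alone, median -0.19, with bounds -0.18, camera adjusted p = 0.199). Genes changing in the same direction in human AEC were not selected here, since the rat arrays hold no human samples.

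**Figure D4:**
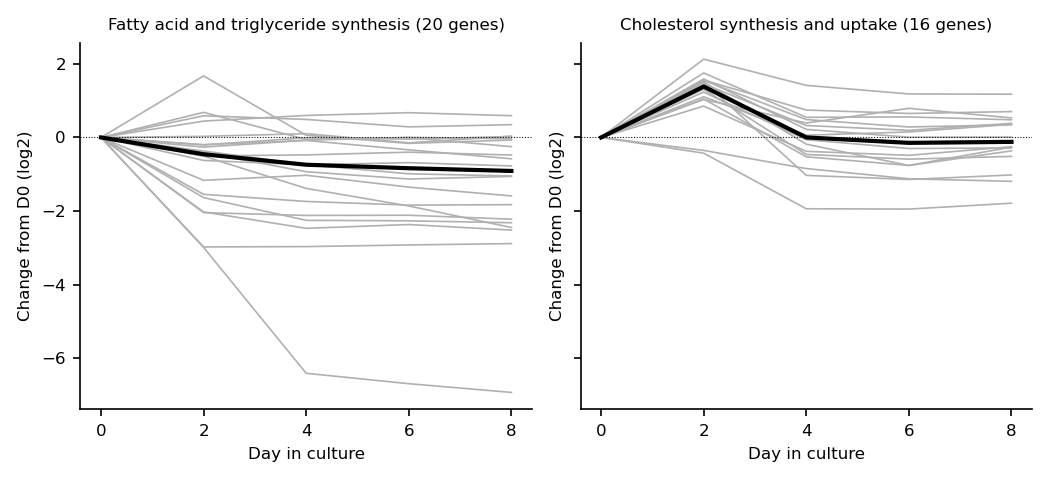
Change from D0 in mean VSN-normalized signal (log2, n = 3 arrays per day) by day in culture for 20 genes of fatty acid and triglyceride synthesis and 16 of cholesterol synthesis and uptake. Grey lines are genes and the black line is their median, which for cholesterol synthesis is 1.38 at D2 and -0.12 at D8.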

**Figure 2:**
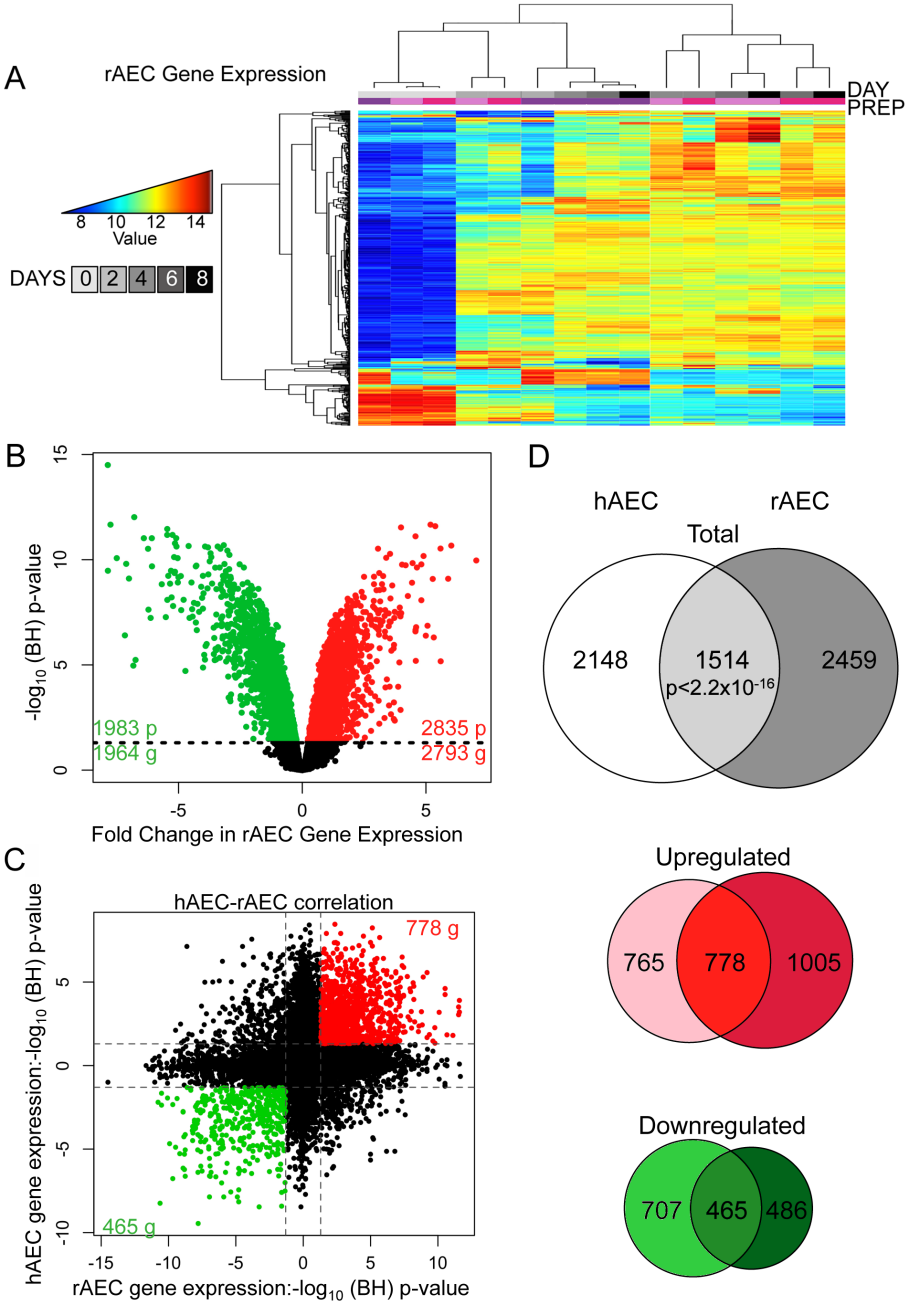
Comparative transcriptomic profiling of human and rat AEC differentiation. A) Heatmap of top 2% of variant-VSN normalized gene expression probes in rat AEC. Blue = low expression, red = high expression. Prep = separate rAEC purifications. B) Significant changes in rAEC gene expression: red = upregulated, green = downregulated, black line = BH-adjusted cutoff for significance (FDR adjusted p≤0.05) calculated between D0 and D8. C) Correlation between rAEC and hAEC statistically significant genes. Data points expressed as significance of change between D0 and D8. Direction of change derived from increase or decrease in gene expression. Red = statically significant upregulated genes in both hAEC and rAEC, green = statistically significant downregulated genes in both hAEC and rAEC. Dotted lines = BH-adjusted cutoff for significance (p.adjusted≤0.05) calculated between D0 and D8. D) Venn diagram of statistically significant gene overlap between hAEC and rAEC (Top), genes upregulated between hAEC and rAEC (Middle), and genes downregulated between hAEC and rAEC (Bottom). 271 genes were significant in both species but expression changed in opposite directions. In all three diagrams: pale color = hAEC-specific statistically significant gene expression changes, medium color = statistically significant overlap in both rAEC and hAEC, dark color = rAEC-specific statistically significant gene expression changes.

The non-overlapping subsets of rAEC and hAEC genes were also of interest because they could indicate potential interspecies variation. While cell cycle control networks featured more prominently in the rat IPA networks, possibly reflecting species-specific differences, IPA of the hAEC and rAEC-specific gene sets revealed that 3 of the top 5 molecular signaling processes were identical (Figure S12, Figure S13), suggesting that different genes in a similar pathway were modulated in the two species to achieve similar effects. 

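In rat AEC Prc1, whose product bundles the microtubules of the dividing cell, stood at 10.96 ± 0.50 (SD, n = 3 arrays) at D0 and 7.53 ± 0.68 (SD, n = 3) at D8, a log2 fold change of -3.43 (standard error 0.45, adjusted p = 6.4e-05 from limma). Of 22 G2/M genes measured, 15 were lower, none was higher and 7 did not pass (none higher and 17 lower adjusted over the list alone, median -1.65, with bounds -1.46, camera adjusted p = 5.5e-09, and 0.197 with an estimated correlation, where the list did not pass). The kinesin gene Kif23 changed by -1.66 and the spindle gene Tpx2, detected on 1 D8 array, by -2.25. Prc1 stood at 9.33 at D2, 9.23 at D4 and 8.33 at D6. The G2/M list had a median change of -0.48 from D0 to D2 (camera adjusted p = 0.182) and 0.13 from D2 to D4 (0.625). It fell by a median of 0.86 from D4 to D6 (camera adjusted p = 2.8e-16) and 0.62 from D6 to D8 (1.1e-10). Neither of these later steps passed with an estimated correlation (0.496 and 0.809), and limma called 0 of the genes in them. Of 20 G1/S genes, 8 were lower and none was higher (none higher and 11 lower adjusted over the list alone, median -0.71, with bounds -0.38, camera adjusted p = 2.2e-04, and 0.281 with an estimated correlation, where the list did not pass). Pcna, the clamp of the replication fork, changed by -2.28 and stood at 15.06 at D0 and 12.75 at D2, and the helicase gene Mcm6 changed by -1.24 between D0 and D8. Of 10 genes of D cyclins and CDK inhibitors, the inhibitor Cdkn2b rose at least 17.8-fold, Cdk4 rose by 0.87 and Rb1, detected on 1 D0 array, by 0.87, and the inhibitor Cdkn1a changed by -1.10 (3 higher and 1 lower adjusted over the list alone, median 0.23, with bounds 0, camera adjusted p = 0.308). In limma the call of Rb1 was lost without D0 s1I (adjusted p = 0.0573). The arrays do not say which cells carry a transcript. Genes changing in the rat alone could not be told from shared ones without human samples.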

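In the rat arrays Hnf4a stood at 4.61 at D0 and 4.66 at D8 (log2, means of 3 arrays) and was not detected on any array of either day, so that no change could be measured. Foxa1 was not detected on any of these arrays either, and Foxa2, detected on all of them, had a log2 change of -0.13 and did not pass. Of 17 lung and hepatocyte-type transcription factor genes measured, 6 were lower at D8, none was higher and 11 did not pass (none higher and 6 lower adjusted over the list alone). Foxp1, a forkhead factor gene of the lung, had a log2 fold change of -3.30 (standard error 0.24, adjusted p = 2.6e-07 from limma). Cebpa, which is also on the AT2 marker list, changed by -3.29, Elf3 by -2.08 and Klf5 by -2.04. The list had a median -0.37, with bounds 0 (camera adjusted p = 3.8e-04, and 0.174 with an estimated correlation, where it did not pass).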

The top signaling network in hAEC-specific genes, cell growth and proliferation, centered on *HNF4A* and was the third most significant pathway in rAEC-specific alterations. 

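In rat AEC the ligand gene Tgfb2 stood at 10.25 ± 0.79 (SD, n = 3 arrays) at D0 and 13.79 ± 0.09 (SD, n = 3) at D8, a log2 fold change of 3.54 (standard error 0.29, adjusted p = 8.9e-07 from limma). Tgfb1 rose by 1.32 (standard error 0.20, adjusted p = 2.8e-04 from limma) on the log2 scale. Of 17 genes of ligands, receptors and SMADs measured, 5 were higher, Ltbp2, Tgfb2, Tgfb1, the receptor gene Acvr1 at 1.62 and Smad6, the last named after its values were seen, and Bmp2 at -1.48 and Smad3 were lower (6 higher and 2 lower adjusted over the list alone, median 0.45, with bounds 0, camera adjusted p = 0.0287). The Smad3 call of limma was lost without D0 s1H, D0 s1I, D0 s3A, D8 s1G or D8 s3I (adjusted p up to 0.148). This list did not pass camera without the D0 array s1H (adjusted p = 0.0543), and its adjusted p was 0.109 at the most under the alternatives, among them slide group as a term and an estimated correlation, where it did not pass. From D2 to D8 it was higher (median 0.44, camera adjusted p = 0.00123, and 0.0259 with an estimated correlation). Of 15 genes that respond to TGFB, 13 were higher and none was lower (14 higher and none lower adjusted over the list alone, median 3.09, with bounds 3.06, camera adjusted p = 7.7e-13, and 0.0186 with an estimated correlation). The fibronectin gene Fn1 rose by 6.41 on the log2 scale, Tagln by 6.21 and Lox by 3.97, and Tgfbi rose at least 17.6-fold. Fn1, Tagln and Tgfbi had reached 14.23, 14.07 and 11.51 by D2, against 8.26 and 7.51 at D0 for Fn1 and Tagln. Tgfbi was not detected at D0. The collagen gene Col1a2 stood at 10.90 at D2 and 14.21 at D8, Col1a1 at 8.70 and 11.38, and Postn was not detected at D2 and stood at 10.77 at D8. The D8 arrays lay far apart, from 9.47 (s3I) to 13.14 (s1G) for Col1a1 and from 9.40 to 12.83 for Postn. From D4 on, the 2 slide 1 arrays of a day differed as well. For Col1a1, s1E and s1K stood at 11.61 and 9.39 at D4, and s1A and s1B at 12.79 and 10.52 at D6. At D8, s1G and s1J stood at 13.14 and 11.54. Of their day's arrays, s1E, s1A and s1G were highest for Postn and Col1a2 too. Vim, a marker of mesenchymal cells, had a log2 change of 0.54 and did not pass. Of 14 fibroblast and smooth muscle markers, Col1a1, Col1a2 and Mfap5 were higher at D8 and none was lower (5 higher and none lower adjusted over the list alone, median 1.42, with bounds 0, camera adjusted p = 0.00421, and 0.385 with an estimated correlation, where the list did not pass). The median was 2.18 on slide 1 and 0.27 on slide 3, which has 1 array per day. limma's call of Mfap5 was lost without D8 s1G (adjusted p = 0.0660).

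**Figure D5:**
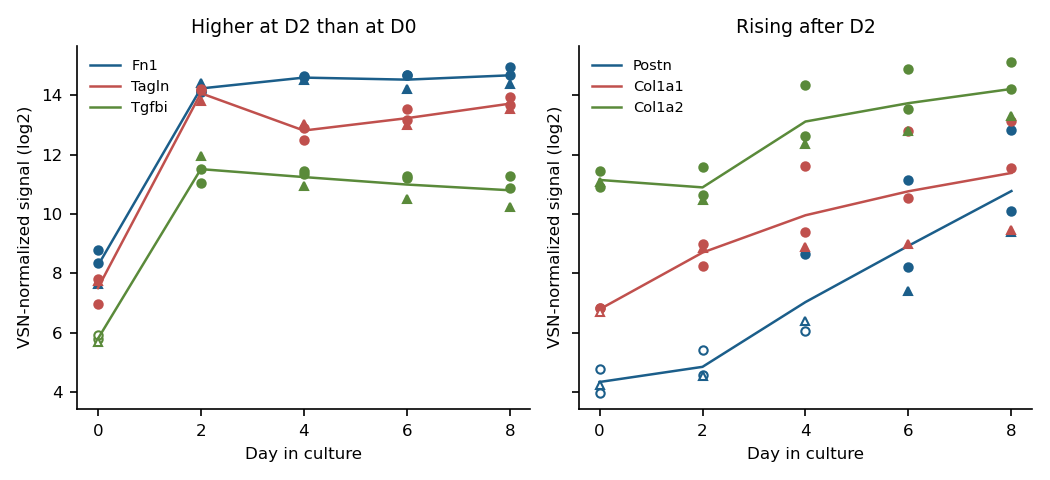
VSN-normalized signal (log2) by day in culture of Fn1, Tagln and Tgfbi and of Postn, Col1a1 and Col1a2. Each point is 1 array, circles for slide 1 and triangles for slides 2 and 3, open where the probe was not detected, and lines join the means of 3 arrays. Fn1 stood at 14.23 at D2, near its level at D8, and Col1a2 at 10.90 at D2 and 14.21 at D8.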

*TGFB* featured prominently in rAEC-specific and in overall human IPA analysis.

### Profiling of altered chromatin states during AT2 to AT1 cell differentiation

Using subsets of the same batches of human AT2 cells (D0) and fully differentiated AT1-like cells (D8) used for expression analyses, we assessed alterations to the chromatin environment by chromatin immunoprecipitation followed by sequencing (ChIP-seq). Specifically, H3K9/14^Ac^ was used to interrogate active promoter and enhancer elements, and H3K27^me3^ was used to assess the repressed chromatin state. Peaks were called using both the Spatial clustering approach for the Identification of ChIP Enriched Regions (SICER) and the Model-based Analysis of ChIP-Seq (MACS) methods. Each analysis revealed thousands of enriched regions, with a significant fraction (20–40%) shared between D0 and D8 and the remainder of them specific to D0 or D8 (Figure S14). Changes in chromatin were distributed throughout the genome (Figure 3A). The transcription factor binding site (TFBS) predictor program Hypergeometric Optimization of Motif EnRichment (HOMER) was used to identify conserved sequence motifs enriched within day-specific chromatin marks [34]. For each of the 135 TFBSs in HOMER, the strongest association with either D0 or D8 H3K9/14^Ac^ from SICER-called peaks was determined, and likewise for D0 and D8 H3K27^me3^ (Table S1). We then plotted the strongest H3K9/14^Ac^ significance level versus the strongest H3K27^me3^ significance level for all TFBSs (with negative significance values representing D0 and positive D8) (Figure 3B), revealing a striking correlation – those motifs associated with regions losing H3K9/14^Ac^ from D0 to D8 were consistently associated with regions gaining H3K27^me3^ from D0 to D8. Conversely, motifs associated with regions gaining H3K9/14^Ac^ were consistently associated with regions losing H3K27^me3^. While this basic trend was expected based on the antagonism between these two marks, the identification of so many transcription factors apparently involved in regulation of both these marks was surprising. Some of the stronger associations with activating chromatin changes included motifs for zinc finger protein 711 (ZNF711), transcription factor 3 (TCF3 or E2A), TCF4 (a WNT signaling target), and RXR. TFBSs strongly associated with repressive chromatin changes included those for forkhead box (FOX) proteins FOXA1 and FOXA2, TATA-box binding protein TBP, and CCAAT/enhancer-binding protein CEBP. Two example loci illustrate the location of particular motifs within differentially marked chromatin regions – an upregulated gene, frizzled family receptor 2 (*FZD2*), which shows spreading acetylation and loss of H3K27^me3^, is predicted to have an RXR site within activating chromatin marks (Figure 3C), while a downregulated gene, progastricin (*PGC*), shows loss of acetylation but no gain of H3K27^me3^ and is predicted to have numerous FOXA1 sites within silenced regions (Figure 3D). These two examples illustrate that different combinations of marks might be found on activated and repressed genes. To further investigate this, we examined the association between transcriptomic and epigenetic changes by analyzing the relationship between changes in gene expression and all possible combinations of H3K9/14^Ac^ and H3K27^me3^ from D0 to D8.

**Figure 3:**
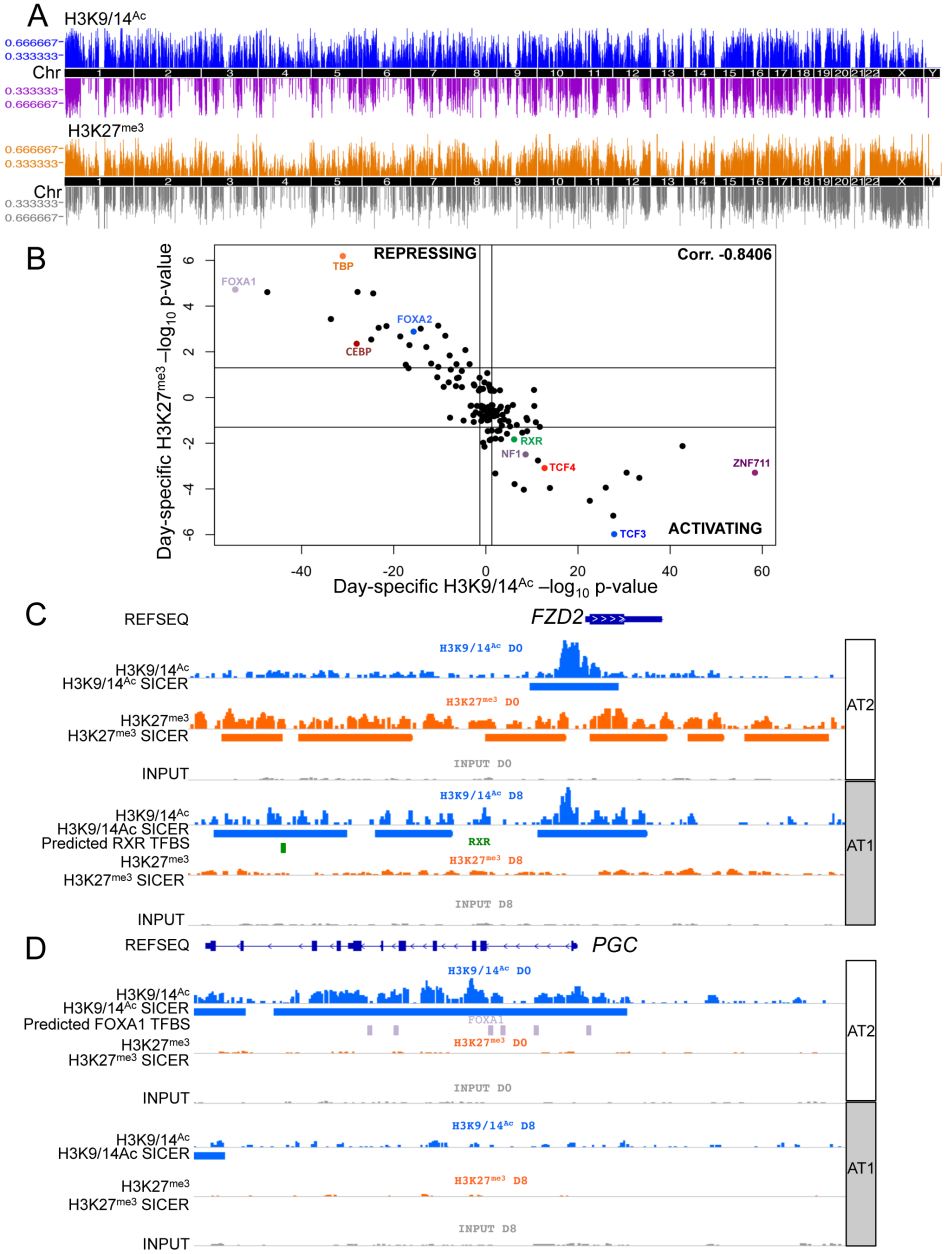
Chromatin changes during AEC differentiation. A) Manhattan plot of differential chromatin changes. X-axis = chromosomal location, Y-axis = number of cell type-specific chromatin changes within 2 MB region. Upper panel = H3K9/14^Ac^ changes, blue = AT2 cell-specific acetylation, purple = AT1 cell-specific acetylation. Lower panel = H3K27^me3^ changes, orange = AT2 cell-specific methylation, grey = AT1 cell-specific methylation. B) 135 TFBS enrichment in domains of chromatin change from HOMER. X-axis = H3K9/14^Ac^, Y-axis = H3K27^me3^ enrichment. AT2 enrichment is shown as the log_10_ TFBS p-value, AT1 enrichment is shown as the −log_10_ TFBS p-value. C) Example of chromatin changes at an upregulated gene, *FZD2*, using IGV to visualize chromatin tracks. Blue = H3K9/14^Ac^ raw reads and SICER peaks called, green = predicted RXR binding site from HOMER analysis. D) Example of downregulated gene expression at the *PGC* gene locus. Lavender = predicted FOXA1 binding sites from HOMER analysis. AT2 = AEC chromatin signature (D0), AT1 = AEC chromatin signature (D8).

### Integration of gene expression data with epigenetic alterations

Activating chromatin changes were strongly associated with upregulated gene expression, while repressive chromatin changes were loosely associated with downregulated gene expression (Figure 4A). 3011 (53%) of the genes showing altered expression were associated with at least one mark, and the largest single category was that of genes showing only acetylation at D0 (Figure 4B). Since we sampled just two of several dozen known histone tail post-translational modifications, the statistically significantly activated or repressed genes that were not associated with either of these marks may be regulated by epigenetic events and chromatin marks not evaluated in the current study.

**Figure 4:**
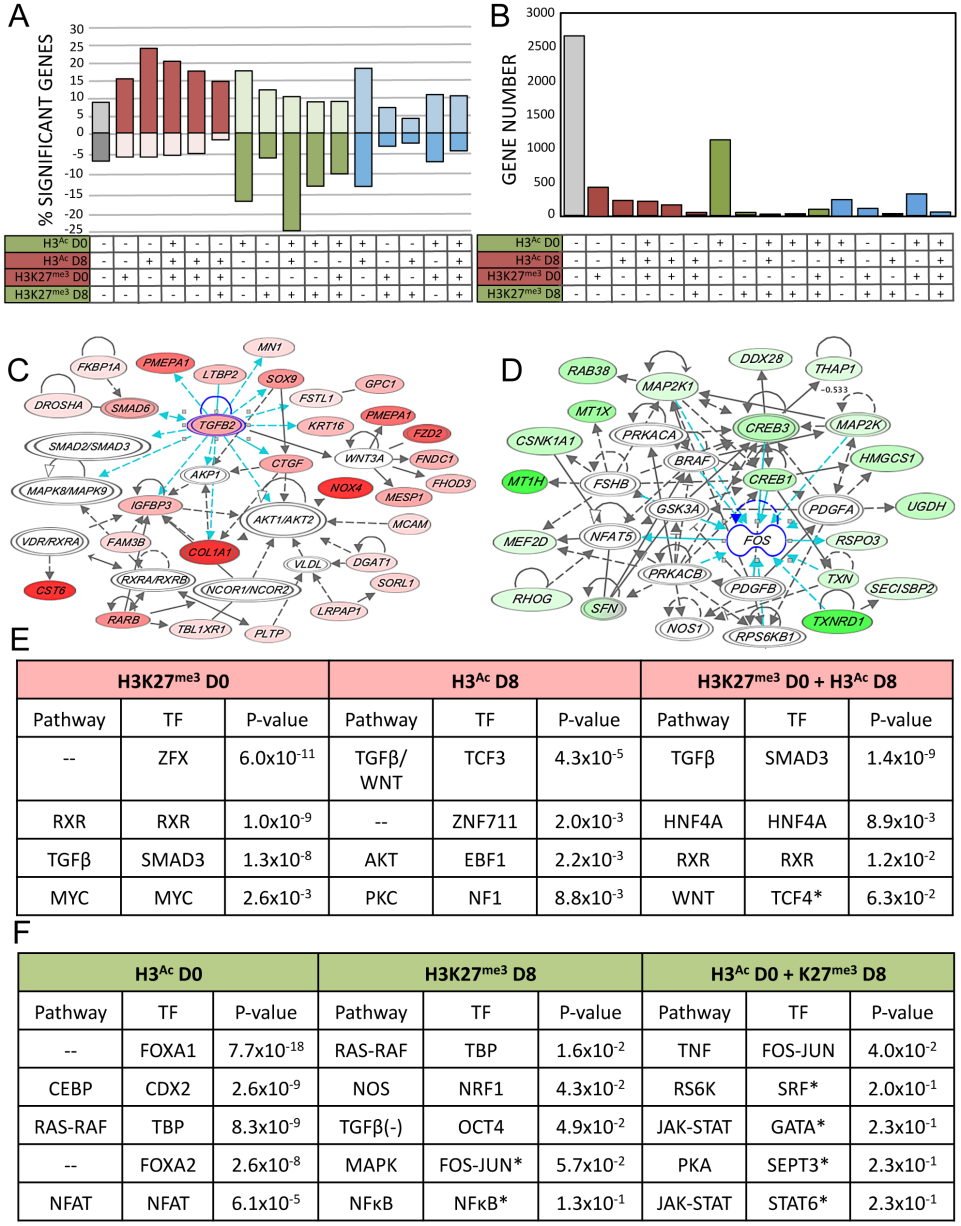
Integration of gene expression data with epigenetic alterations. A–B–C) Relationship between all 16 possible combinations of chromatin changes and gene expression. Grey = unassociated with H3K9/14^Ac^ or H3K27^me3^ changes, red = potentially activating chromatin changes, green = potentially repressive chromatin changes, blue = mixture of both. A) Significant expression changes in genes as a percentage of all genes associated with each histone mark for each of the possible 16 combinations of chromatin marks. Upregulated = above x-axis, downregulated = below x-axis. B) Total number of genes with significant gene expression changes associated with each chromatin combination. C) Representative IPA network of upregulated genes with both H3K9/14^Ac^ gain and H3K27^me3^ loss. D) Representative IPA network of downregulated genes with H3K9/14^Ac^ loss. E and F) IPA ranked networks of genes subset by chromatin context. Corresponding TFBS present in subset chromatin and enrichment p-value from HOMER analysis, for each chromatin-associated gene subset. Red = upregulated gene expression and activating chromatin changes, green = downregulated gene expression and deactivating chromatin changes. (*) Indicates below significance threshold in HOMER but still present in IPA.

We performed IPA analysis on sets of genes associated with genomic regions carrying combinations of active or repressive chromatin marks that were associated with positive and negative expression changes respectively (Figure 4C). We simultaneously performed TFBS motif analysis on those genomic regions. For each class, we investigated the most significant TFBS matches, which were then matched to a transcription factor identified in the corresponding IPA gene networks enriched in the same combined chromatin/expression class (Figure 4C–D). Upregulated pathways included TGFB, WNT, HNF4A, RXR, and AKT (Figure 4E), while downregulated pathways included CEBP, RAS-RAF, and tumor necrosis factor (TNF) as well as FOXA1 and FOXA2 (Figure 4F). This three-way integration of whole-genome gene expression data, chromatin data, and TFBS identified several pathways already implicated in AEC differentiation, such as the WNT and TGFB signaling pathways [35], [36], along with transcription factors previously implicated in lung development such as FOXA1 and FOXA2 [7], [36]. Data integration allowed us to distinguish those genes (and regulatory sequences) likely to be *direct* transcriptional targets for each pathway, such as *PGC*, encoding an AT2-specific protease [37] as a potential direct target of FOXA1 (Figure 3D). Our analysis identified several pathways not previously implicated in lung regeneration, such as RXR, HNF4A, and TNF. The chromatin data enabled us to focus on those genes likely to be directly targeted by these novel pathways, such as *FZD2*, encoding a WNT receptor and candidate target of RXR (Figure 3C).

### Validation of predicted transcription factor signaling pathways

As noted, one signaling pathway previously reported to be involved in AEC differentiation [35], [38], [39] and confirmed through our integrated analysis is the WNT signaling pathway. Specific examination of the microarray data for genes in the WNT signaling pathway showed altered expression of many genes, verified through qRT-PCR (Figure S15) and enrichment of the WNT signaling target transcription factor TCF4 in activated chromatin regions (Figure 3B, Figure 4E).

Of the newly implicated pathways, we chose the RXR pathway for validation. Retinoid X receptors can homodimerize or heterodimerize with a large variety of proteins, including retinoic acid receptors (RARs), thyroid hormone receptor (THR), the vitamin D receptor (VDR), farnesoid X receptor (NR1H4) and other nuclear receptors (NRs), as well as the family of peroxisome proliferator-activated receptors (PPARs) [40]. While retinoic acid and its receptor has been implicated in lung development and injury [41]–[48] the precise role of RXR remains to be clarified. Because of their many potential binding partners, the function of RXRs can be complex; certain NR heterodimers (e.g. NR1H4:RXR, PPAR:RXR) are permissive, responding to an RXR ligand (“rexinoid”) or the corresponding NR ligand, while other complexes are non-permissive, responding only to rexinoids in the presence of ligands for the NR partner (such as RXR:RAR, RXR:VDR, RXR:THR) [49]. Our integrated data suggested RXR-based activation of certain genes that lose the H3K27^me3^ mark (Figure 4E). To test a functional role for RXR pathway activation in AEC differentiation, it was important to target these receptors specifically. Thus, freshly isolated rAT2 cells were plated in the presence or absence of UVI-3003 (7.5 µM), a selective RXR inhibitor that blocks transactivation by RXR agonists but has been previously demonstrated to have minimal binding to structurally similar RAR family members [50]. Treatment with UVI-3003 markedly reduced AT1 cell marker induction (AQP5) while delaying downregulation of AT2 cell marker pro-SFTPC (Figure 5A) and significantly reducing transepithelial resistance (p<0.0001) (Figure 5B). Rescue of UVI-3003 treatment by drug removal on D4 of differentiation restored tight junctions. Analysis of the regulatory region of rat *Aqp5* (a well-established AT1-specific gene) revealed 34 predicted PPARA:RXR heterodimer binding sites (Figure 5C) and an average of 9.6 predicted PPARA:RXR sites per kb across 4 kb upstream regions of the rat, mouse, and human *AQP5* promoters. A similar phenomenon was seen with other AT1-specific genes (*Pdpn, Cav1*) (Figure 5C). Luciferase assays using the 4.3-kb upstream region of the rat *Aqp5* gene transfected into mouse lung epithelial (MLE-15) cells revealed that UVI-3003 inhibited ∼50% of *Aqp5* promoter activity (Figure 5D). ChIP assays of cultured rAEC revealed little detectable binding of RXR to the *Aqp5* promoter at D0, but a marked increase in precipitation of a site about 4 kb upstream of the transcription start site was seen at D8, when the cells had achieved their AT1 cell-like phenotype (Figure 5E). Taken together, these analyses support a function for RXR signaling in AEC differentiation, and illustrate the utility of an integrated transcriptomic/epigenomic approach to identify new pathways involved in differentiation.

**Figure 5:**
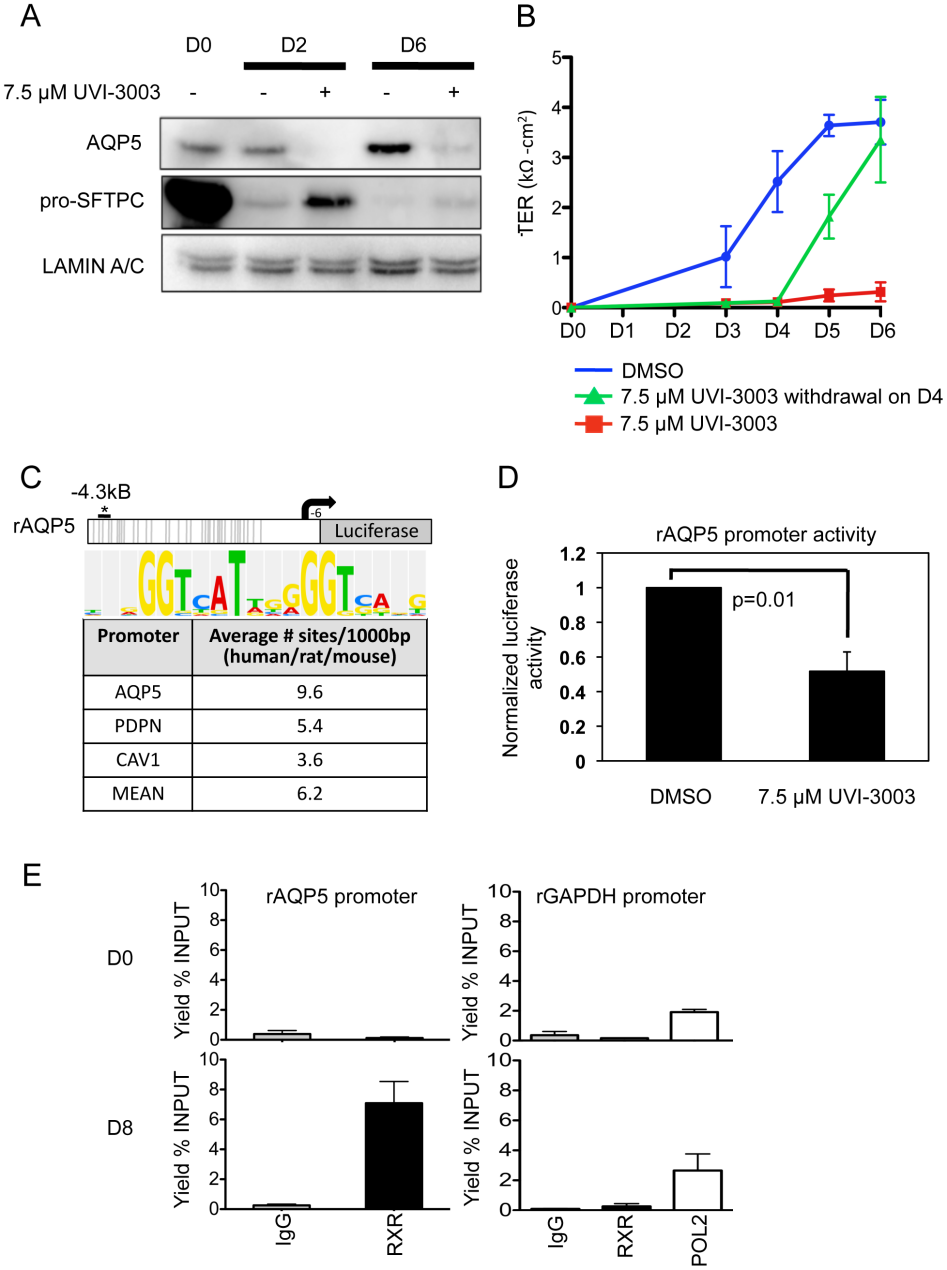
Functional validation of a transcription factor signaling pathway predicted from bioinformatics analysis. A) Western blots examining AT2 and AT1 cell markers during differentiation in the presence or absence of RXR antagonist UVI-3003. LAMIN A/C is the loading control. B) Transepithelial resistance as measured in kΩ-cm^2^ over the course of differentiation. Error bars represent technical duplicates for each plating. C) Rat *Aqp5*-luciferase 4.3 kb promoter construct. Grey lines = 34 putative PPARA:RXR binding sites (Explain3.0). No sites were predicted from −900 to +6 bp due to lack of rat sequence information in the Explain v3.0 database. The asterisk marks the approximate location in the promoter of the ChIPed RXR site in E, below. The average number of PPARA:RXR sites per kilobase in the listed human/rat/mouse promoters is given in the table, with consensus site listed at the top. D) MLE-15 cells were transiently transfected with the *Aqp5*-luciferase construct and treated for 48 hours with vehicle (DMSO) or 7.5 µM UVI-3003. UV1-3003 treatment reduced *Aqp5*-luc activity by 48%±0.06. Values were normalized to vehicle control and represent the mean, error bars represent SEM, N = 3. All experiments represent 3 biological replicates. E) ChIP was performed on primary cultured rat AEC at day 0 (AT2, D0, n = 2) and day 8 (AT1-like, D8, n = 3). A region ∼4 kb upstream of the transcription start site specifically precipitated with RXR in day 8 samples. ChIP of GAPDH with RXR was performed as a control, and POL2 (POLR2A) binding to the GAPDH promoter was included as a positive control for the quality of day 0 DNA.

## Discussion

AT1-like cells, differentiated *in vitro* from AT2 cells, exhibit many properties of AT1 cells *in vivo*, including morphology and expression of known phenotypic markers. Direct isolation of fragile AT1 cells from human lung is very challenging [51], due in part to the fact that strong cell-specific markers remain to be identified. However, the ability to differentiate AT2 cells *in vitro* into AT1-like cells offers a tractable model system to study not only the transcriptomic and epigenomic differences between these two cell types, but also the kinetic mechanisms controlling epithelial cell differentiation. Transcriptomic analysis of differentiating primary human and rat AEC identified thousands of genes undergoing significantly altered expression, a large number of which overlap between the two species. ChIP-seq identified D0- and D8-specific acetylation (H3K9/14^Ac^) and methylation events (H3K27^me3^) and allowed identification of corresponding TFBSs enriched within AT2- or AT1-specific chromatin patterns. Interestingly, almost all of the TFBS enriched within D8-specific H3K9/14^Ac^ regions were also enriched within D0-specific H3K27^me3^ regions, and conversely for D0-specific H3K9/14^Ac^ and D8-specific H3K27^me3^. This near perfect concordance is unexpected since H3K27^me3^ is thought to represent only one of several silencing mechanisms active in development [3].

Integrated analysis showed that upregulation of gene expression was associated with individual or combined gain of H3K9/14^Ac^ and loss of H3K27^me3^, while downregulation was primarily associated with loss of H3K9/14^Ac^. Approximately half of the genes showing altered expression were not associated with either chromatin mark. This could be because marks were present but distant from the gene, or because other chromatin marks or regulatory mechanisms were involved in their up or downregulation. With application of ChIP-seq to the examination of other chromatin marks, remodeling complexes, and transcription factors, and the addition of information on nucleosome positioning, non-coding RNAs, microRNAs, chromatin conformation capture technologies, and DNA methylation, the current model system will lend itself well to a detailed understanding of the epigenomic basis for the differentiation of adult epithelial cells.

This study demonstrates how expression datasets and chromatin mapping are a potent combination to obtain an integrated picture of signaling pathway activity, transcription factors and their genomic targets. Transcriptional profiling can identify altered gene expression and corresponding regulatory pathways, but identifying transcription factors is difficult without knowing which genomic regions are implicated; epigenomic profiling can pinpoint the specific genomic regions where transcription factors and other regulatory proteins are likely to bind. Our approach revealed known regulators, such as TGFB, WNT, FOXA1 and FOXA2 [52]–[55], [7] as well as new potential regulators of AEC differentiation, including AKT, RXR and HNF4A.

As proof-of-principle, we investigated whether RXR signaling was required for the differentiation process of adult alveolar epithelium. Use of an RXR-specific inhibitor delayed differentiation as measured by inhibition of AT1-specific AQP5 expression and delayed TER. A role for RXR in normal AQP5 expression in AT1 cells is further supported by the inhibition of the *Aqp5* promoter by UVI-3003, as well as the specific detection of RXR on the *Aqp5* promoter in rAT1-like cells. Retinoic acid receptors (RARs) are one of the many potential binding partners with RXRs and numerous reports have implicated retinoic acid and/or RARs in lung development and injury [40]–[49]. Thus, it is possible that RXR effects are mediated through interactions with RAR. However, evaluation of stringently predicted RXR binding sites in the AQP5 promoter in human and rat shows that the presence of adjacent predicted RAR binding sites is rare or absent, while adjacent predicted VDR sites are more common, and predicted estrogen and glucocorticoid receptor sites also abut RXR binding site [56]. Given the multitude of interacting partners of RXRs (over 19 described [40]), dissecting the mechanism of RXR action on the promoter of AQP5 and other genes will require a very detailed examination. While the molecular mechanisms of altered RXR signaling remain to be further defined, inhibition of RXR *in vitro* as well as ChIP data showing increased promoter occupancy in AT1-like cells on day 8 support its functional role and illustrate the utility of our system and the potential of epigenomic/transcriptomic data integration to reveal novel regulators of biologic processes.

In summary, our analysis enabled identification of known and novel signaling pathways, gene regulatory networks and associated TFBS implicated in morphologic and phenotypic changes that occur during AEC differentiation. Full characterization of normal differentiation is critical to determine the precise mechanisms that are perturbed in disease. In the distal lung, this might shed light on the molecular basis of chronic obstructive pulmonary disease and idiopathic pulmonary fibrosis. The analysis presented here shows that purified human primary epithelial cells undergoing *in vitro* differentiation can serve as a powerful tool for the mechanistic investigation of normal and aberrant epithelial cell differentiation.

## Materials and Methods

### Ethics statement

Remnant human transplant lungs were obtained in compliance with Institutional Review Board-approved protocols for the use of human source material in research (HS-07-00660) and processed within 3 days of death. Rat AT2 cells were isolated in compliance with IACUC protocol #11360.

### Isolation and culture of human and rat alveolar epithelial cells

Human lung tissue was processed as previously described [29] with inclusion of anti-EpCAM conjugated beads to select for epithelial cells. Cells were plated in 50∶50 [DMEM High glucose media (GIBCO 21063): DMEM-F12 (Sigma D6421)]. Differentiation into AT1-like cells was verified by measuring *SFTPC* and *AQP5* expression using RNA extracted with the Illustra TriplePrep Kit (GE LifeSciences, Piscataway, NJ), and by measuring transepithelial resistance. Rat AT2 cells were isolated as previously described [57], [19]. Total RNA, DNA, and protein were simultaneously isolated from AT2 cells (D0), intermediate cell phenotypes (D2-6) and AT1-like cells (D8). Chromatin was isolated in tandem at D0 and D8.

### Immunofluorescence

Freshly isolated hAT2 cells were fixed with 4% paraformadehyde for 10 min at room temperature (RT), permeabilized with 0.3% Triton, and blocked with CAS blocking reagent (Invitrogen Cat #00-8020, Camarillo, CA) for 30 min at RT. Slides were incubated with rabbit anti-pro-SFTPC (Seven Hills #WRAB-SPC serum) or anti-PTPRC (Santa Cruz sc-25590) antibodies and diluted in CAS-block at 4°C overnight. Slides were washed in Tris-Buffered Saline & Tween 20 (TBST) and incubated with anti-rabbit-FITC fluorescent secondary antibody in CAS-block for 1 hr at RT. For vimentin staining, mouse anti-VIM (Sigma V2258) and biotinylated anti-mouse IgM (Vector # BA-2020) antibodies were used. Sections were viewed with a NIKON Eclipse microscope equipped with a QImaging Retica 200R charge-coupled-device camera (QImaging, Surrey, BC, Canada). Images were processed with the NIS-Elements BR program (NIKON).

### Gene expression analysis by Illumina HT-12v4 and RatRef-12 arrays

1 µg of RNA was converted into cRNA using Illumina TotalPrep RNA amplification kit, (Life Technologies, USA) and used for Illumina HT-12v4 or RatRef-12 expression analysis at the Southern California Genotyping Consortium, University of California Los Angeles. BeadStudio was used to convert images to raw signal data. Using R (version 2.11.1), Variant Stabilization and Normalization (VSN) was performed using LUMI [58] to allow for a large number of differentially expressed genes. Statistical analyses were performed using LIMMA [59]. A linear regression model was fitted over the time-course of differentiation, technical replicates were removed, and t-tests performed between D0 and D8. False-discovery rate was controlled using the Benjamini-Hochberg (BH) correction [60]. R was used for principal component analysis and heatmap generation. Heatmaps were generated by selecting the top 5% of probes most variant across the whole dataset and clustering with Ward's method. Pathways analysis was performed using IPA (Ingenuity Systems, www.ingenuity.com) or DAVID [61], [62]. Correlation of human and rat gene expression was performed using Entrez identifiers and the Mouse Genome Informatics (MGI) Web database [63].

### Quantitative polymerase chain reactions

RNA was reverse transcribed using random hexamers and M-MLV reverse transcriptase per manufacturer's guidelines (Invitrogen), followed by qRT-PCR using SYBR green (BioRad, Hercules, CA) with primers listed in Table S2. qRT-PCR reactions were performed using a DNA engine Opticon (MJ Research, Waltham, MA) and normalized to 18S rRNA.

### ChIP and ChIP-seq on primary human and rat epithelial cells

Chromatin immunoprecipitations for H3K9/14^Ac^ (Millipore, #06-599), H3K27^me3^ (Millipore, #07-449), POL2 (POLR2A, Santa Cruz Biotechnology, sc-899X), and RXR (Santa Cruz Biotechnology, sc-774X) were performed as previously described [64]. Primer sequences are noted in Table S3. For rat ChIP at the *Gapdh* promoter, POL2 was used as a positive control. For human ChIP-seq, positive control loci were the promoter regions of *GAPDH* and *MUC4* for H3K9/14^Ac^ and H3K27^me3^ respectively; ≥10-fold enrichment was considered successful. ChIP-seq libraries were constructed using the New England Biolabs library prep kit (NEB Cat#E6200, Ipswich, MA). ChIP products underwent Illumina GAII single-end sequencing; reads were aligned to the hg18 human genome build using the MAQ 0.7.1 aligner. All datasets are deposited in the public GEO database (GEO# GSE38571).

### Data access

All datasets are deposited in the public GEO database (GEO# GSE38571).

### Peak calling

Integrative Genomics Viewer v1.5 (The Broad Institute) was used to visually inspect peak quality. SICER [65] peak calling was performed using a window and gap size of 600 bp. Input DNA was used for background normalization. The second peak-calling algorithm, MACS, (http://cistrome.org/ap/) was performed using default parameters and input DNA for background normalization. SICER- and MACS-called peaks had a large degree of overlap, as measured by the correlation coefficient (Figure S16A), calculated using *Genome Graphs* (http:/genome.ucsc.edu). A lack of correlation was observed between H3K9/14^Ac^ and H3K27^me3^ (Figure S16B) [66]–[70]. ChIP-seq reads from both AT2 and AT1 cells were observed at or near read saturation (Figure S17). Differential peak occupancy was determined using the UCSC table browser. Manhattan plots were generated using *Genome Graphs*.

### Motif analysis & data integration

Peaks were annotated to the nearest transcription start site (TSS) and motif analysis was performed with HOMER [34]. The opposite AEC cell type was used as background. Gene expression data was merged with annotated chromatin peaks using Entrez ID. For the AQP5 TFBS analysis PPAR:RXR predicted binding sites were evaluated using P-match algorithms within ExPlain 3.0 across human, mouse and rat species. ExPlain motif V$PPARA_02 with a high probability (>87%) were counted and averaged in the region 4.3 kb upstream of the promoter for the three species. Similar results were obtained with the Match program in Biobase [56], which was used to examine the frequency and nature of binding site adjacent to predicted RXR targets.

### RXR inhibitor studies

1×10^6^ rat AT2 (≥95% purity) cells were plated on 1.1-cm^2^ polycarbonate filters (Corning Costar #3401) and treated with either 7.5 µM UVI-3003 (Tocris Biosciences, Ellisville Missouri) or DMSO vehicle control from the time of plating (D0) through completion of the study. Whole cell lysates were extracted in 2% SDS lysis buffer (62.5 mM Tris pH 6.8, 2% SDS, 10% glycerol, and protease inhibitor cocktail III (Calbiochem #539134)).

### Western blot analysis

Western blots were performed as previously described [16]. Primary antibodies (all rabbit) were anti-AQP5 (Alomone Labs AQP-005), anti-CAV1 (Abcam ab2910), anti-pro-SFTPC (Millipore AB3786) and anti-LAMIN A/C (sc-20681, Santa Cruz Biotechnology). Blots were analyzed by chemiluminescence and visualized by West Fempto Super Sensitivity Kit (Thermo Scientific) with a FluorChem 8900 Imaging System (Alpha Innotech).

### Luciferase assays

Mouse lung epithelial cells (MLE-15) were plated at a density of 4×10^4^ cells per well on 24-well plates 1.5 days prior to transfection. Duplicate wells were transiently transfected with 500 ng r*Aqp5*-luc containing the 4.3 kb rat *Aqp5* promoter or pGL2 empty vector using Superfect (Qiagen). Three hours post-transfection, media was changed to contain 7.5 µM UVI-3003 or DMSO vehicle control. 48 hours post transfection, luciferase assays were performed as previously described [33]. Raw luciferase values were normalized to protein concentration and then to pGL2 empty vector controls. Significance was measured using the student's t-test.

## Supporting Information

Figure S1 Quality control for human AT2 cell extraction and differentiation. A) Information on the three subjects from whom AEC were obtained, showing the color-coding used in Figure 1. B) Cytocentrifuged preparations of freshly isolated human AT2 cells were stained with the indicated antibodies (green). PTPRC = hematopoietic cell marker, VIM = vimentin, a mesenchymal cell marker, SFTPC = AT2 cell marker. Propidium iodide (PI) was used for nuclear counterstaining (red). C) RNA isolated from differentiating AT2 cells at the indicated time points was subjected to qRT-PCR. AQP5 = aquaporin 5, AT1 cell marker. D) TER (measured in kΩ-cm^2^) for all 3 donor lungs. E) AT1-like hAEC differentiated and stained for tight junction protein. PI = propidium iodide, DNA stain (blue), TJP1 = tight junction protein 1 (orange).
(TIF)

Figure S2 Raw human expression profiling. A) Density plot of raw sample distributions. B) Boxplot of raw sample intensity distributions. C) Raw ranked mean standard deviation of signal for all samples. D) Dendrogram of sample similarity based on top variant genes, those with standard deviation/mean >0.1. E) Distribution of raw p-values.
(TIF)

Figure S3 Preprocessed and normalized human expression profiling. A) Density plot of VSN background corrected and normalized sample distributions. B) Boxplot of VSN-corrected sample intensity distribution. C) Normalized ranked mean standard deviation of signal for all samples. D) Dendrogram of sample similarity based on top variant genes, those with standard deviation/mean >0.1. E) Principal component analysis of normalized sample data. Each bar represents a source of variation. Bar height indicates amount of variation. F) Distribution of p-values for normalized data (x-axis) and their rate of occurrence (y-axis).
(TIF)

Figure S4 Stability of human gene expression clusters. A) Heatmap clustering of top 2% of variant genes between samples, clustering using Ward's method. B) Heatmap clustering of top 10% of variant genes between samples, clustering using Ward's method. C) Silhouette plot using Euclidean distances. Clusters were defined from Heatmap at major branch points as D0 (cluster 1), D2 (cluster 2), and D4, 6, 8 (cluster 3).
(TIFF)

Figure S5 qRT-PCR of top up- and down-regulated genes. Graphs represent relative transcript abundance at each time point during differentiation. Fold change is expressed relative to transcript abundance at D0 (AT2 cells). 18S rRNA served as normalization control. Error bars represent standard error of the mean (SEM) from biological triplicates.
(TIF)

Figure S6 IPA up- and down-regulated networks of human gene expression data. A) IPA upregulated networks. Intensity of red color indicates degree of upregulation, dark red = highly upregulated, light red = modestly upregulated. Blue lines highlight AKT connections. B) IPA downregulated networks. Intensity of green color indicates degree of downregulation, dark green = heavily downregulated, light green = modestly downregulated. Blue lines highlight FOS (AP1) connections.
(TIF)

Figure S7 DAVID pathways analysis of human gene expression data. Separation of the 3000 upregulated genes with greatest calculated significance (red bars) and all significantly downregulated genes (green bars). Data bars expressed as −log_10_ BH-corrected p-value of significance for enrichment as compared to random sampling of the reference set of genes.
(TIF)

Figure S8 Raw rat expression profiling. A) Density plot of raw sample distributions. B) Boxplot of raw sample intensity distributions. C) Raw ranked mean standard deviation of signal for all samples. D) Dendrogram of sample similarity based on top variant genes, those with standard deviation/mean >0.1. E) Distribution of raw p-values. F) Principal component analysis of sample distribution. Color indicates lung preparation by rat.
(TIF)

Figure S9 Preprocessed and normalized rat expression profiling. A) Density plot of VSN background-corrected and normalized sample distributions. B) Boxplot of VSN-corrected sample intensity distribution. C) Ranked mean standard deviation of signal for all normalized samples. D) Dendrogram of sample similarity based on top variant genes, those with standard deviation/mean >0.1. E) Distribution of p-values from normalized data (x-axis) and their rate of occurrence (y-axis). F) Principal component analysis of normalized sample data. Each bar represents a source of variation. Bar height indicates amount of variation.
(TIF)

Figure S10 Stability of rat gene expression clusters. A) Heatmap clustering of top 20% of variant genes between samples, clustering using Ward's method. B) Heatmap clustering of top 5% of variant genes between samples, clustering using Ward's method.

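With the top 5% of probes by variance, 2, 3 and 4 clusters of the 15 rat arrays held the same numbers of arrays of each day as with the top 2%. With the top 20%, the 3 D0 arrays were again parted first. At 3 clusters, however, the 3 D2 arrays lay with the D4, D6 and D8 arrays of slides 2 and 3 in a cluster of 6, and the 6 arrays of D4, D6 and D8 from slide 1 formed the other, so that the adjusted Rand index against day was 0.222. At 4 clusters the D2 arrays stood apart again.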

(TIFF)

Figure S11 IPA network analysis of overlapping human and rat significant gene expression changes. A) IPA (left) and DAVID (right) of genes with significantly altered expression in both human and rat. Data bars expressed as −log_10_ of the BH-corrected p-value for enrichment of each pathway as compared to background. B) Top IPA network analysis of overlapping significant genes in human and rat expression. Red = upregulated in AT2 to AT1 cell differentiation, green = downregulated in AT2 to AT1 cell differentiation. Intensity of color is indicative of degree of fold change in expression.
(TIF)

Figure S12 IPA analysis of human-specific gene expression changes. A) IPA (left) and DAVID (right) of human-specific significant gene expression. Data bars expressed as −log_10_ of the BH-corrected p-value for enrichment of each pathway as compared to background. B) Top IPA network of human-specific changes. Red = upregulated in AT2 to AT1 cell differentiation, green = downregulated in AT2 to AT1 cell differentiation. Intensity of color is indicative of degree of fold change in expression. Blue lines highlight *HNF4A* connections.
(TIF)

Figure S13 IPA analysis of rat-specific gene expression changes. A) IPA (left) and DAVID (right) of rat-specific significant gene expression. Data bars expressed as −log_10_ of the BH-corrected p-value for enrichment of each pathway as compared to background. B) Top IPA network of rat-specific changes. Red = upregulated in AT2 to AT1 cell differentiation, green = downregulated in AT2 to AT1 cell differentiation. Intensity of color is indicative of degree of fold change in expression. Blue lines highlight *Tgfb1* connections.
(TIF)

Figure S14 SICER and MACS called peaks and associated predicted TFBS using genomic background. A) SICER and MACS peaks called for H3K19/14^Ac^ chromatin mark. (Middle) H3K9/14^Ac^ peak overlap between chromatin from D0 and D8 (Venn diagram intersection). Left panel: D0-specific chromatin peaks, right panel: D8-specific chromatin peaks B) SICER and MACS peaks called for H3K27^me3^ chromatin mark. Peak overlap between chromatin from D0 and D8 is at Venn diagram intersection. Left panel: D0-specific chromatin peaks; right panel: D8-specific peaks. For both H3K9/14^Ac^ and H3K27^me3^, chromatin-enriched DNA motifs are listed and the corresponding transcription factors which bind the recognition sequences in an AT2 (left panels) or AT1 cell-specific fashion (right panels).
(TIF)

Figure S15 WNT signaling activated in AT2 to AT1 cell differentiation. A) Canonical WNT signaling pathway. Red = upregulated gene expression, green = downregulated gene expression. B) qRT-PCR of select WNT pathway members over course of AT2 to AT1 cell differentiation. 18S rRNA was used for normalization. Error expressed as SEM, n = 3 separate lung donors.
(TIF)

Figure S16 Summary of ChIP-seq data. A) Summary of ChIPs, sequencing data, and peaks called. IP = immunoprecipitation target. R = correlation coefficient. R squared (R^2^) = degree of correlation. Blue = H3K9/14^Ac^, red = H3K27^me3^, purple = input. B) Table demonstrating the degree of correlation between chromatin states between cell types and between differing histone marks. Blue = H3K9/14^Ac^, red = H3K27^me3^.
(TIF)

Figure S17 Read count has minimal effect on H3K9/14^Ac^ ChIP-seq peak calling. A) SICER peak calling of H3K9/14^Ac^ in AT2 cells as a function of randomly chosen reads from parent H3^Ac^ AT2 read file. B) SICER peak calling of H3K9/14^Ac^ in AT1 cells as a function of randomly chosen reads from parent H3^Ac^ AT1 read file. C) Merged overlap of peaks called as a function of number of reads included in H3K9/14^Ac^ for both AT2 cells (dark blue) and AT1 cells (light blue).
(TIF)

Table S1 HOMER motif analysis of cell-specific TFBS. Each transcription factor (as recorded in HOMER known motifs database) and the associated p-value of enrichment for each day-specific chromatin mark.
(XLS)

Table S2 qRT-PCR primers used in this study.
(DOC)

Table S3 ChIP primers.
(DOC)

# Supplementary material for: Integrated Transcriptomic and Epigenomic Analysis of Primary Human Lung Epithelial Cell Differentiation
**Source:** PLoS Genet. 2013 Jun 20;9(6):e1003513. doi: 10.1371/journal.pgen.1003513
**Supplement:** Table S2 — qRT-PCR primers used in this study.

**Table S2**. **qRT-PCR primers used in this study**

| Target Gene | Forward | Reverse |
| --- | --- | --- |
| 18S | 5’-CAGCCACCCGAGATTGAGCA-3’ | 5’-TAGTAGCGACGGGCGGTGTG-3’ |
| AQP4 | 5’-CATCGCCAAGTCTGTCTTCT-3’ | 5’-AACTCAACCAGGAGACCATGAC-3’ |
| AQP5 | 5’-TTGTGAATGCAGTGCCAAGC-3’ | 5’-GCGGCATTCAATGAACCAGT-3’ |
| BAAT | 5’-ACTTTGGAGAGGTGGTATGTGG-3’ | 5’-AATTCAAGCAGCCCACCCAA-3’ |
| C5 | 5’-TATCCCATCAAGGTGCAGGT-3’ | 5’-ACTCCAGCACCGTCACTCCA-3’ |
| CAV1 | 5’-CAACATCTACAAGCCCAACA-3’ | 5’-TGTGTGTCCCTTCTGGTTCT-3’ |
| CCL20 | 5’-CACTCCCAAAGAACTG-3’ | 5’-GTTGCTTGCTTCTGATTCGC-3’ |
| CDH2 | 5’-ATGTGGACAGGATTGTGGGT-3’ | 5’-TCCCGGCGTTTCATCCATAC-3’ |
| COL1A1 | 5’-AGGGACACAGAGGTTTCAGT-3’ | 5’-CACCAGTAGCACCATCATTT-3’ |
| CST6 | 5’-CTACAACATGGGCAGCAACA-3’ | 5’-GAACCACAAGGACCTCAAAG-3’ |
| CXCL2 | 5’-ACTGAACTGCGCTGCCAGTGCTT-3’ | 5’-TTTCTTAACCATGGGCGATGCGG-3’ |
| DEFB4 | 5’-GATGCCTCTTCCAGGTGTTT-3’ | 5’-GAGACCACAGGTGCCAATTT-3’ |
| DKK3 | 5’-AGGTTGAGGACTGATGGAGGA-3’ | 5’-CTTCGTGTCTGTGTTGGTCTC-3’ |
| FOS | 5’-ACTGATACACTCCAAGCGGA-3’ | 5’-ATCAAGGGAAGCCACAGACA-3’ |
| FZD2 | 5’-TCAGCTACAAGTTTCTGGGC-3’ | 5’-CGCTGCATGTCTACCAAGTA-3’ |
| PDPN | 5’-AACGATGTGGAAGGTGTCAG-3’ | 5’-TCCTGGAGTCACCACATCAT-3’ |
| PGC | 5’-GAAGTGGATGGTGGTGGTCT-3’ | 5’-AAGCGGTACTTCCAAGCAGG-3’ |
| PI3 | 5’-CAAACACCTTCCTGACACCA-3’ | 5’-TTTGACTGGCTCTTGCGCTT-3’ |
| PRSS2 | 5’-ATACAACAGCCGGACTCTGG-3’ | 5’-TTCCAGGGTAGGAGGCTTCA-3’ |
| SCTR | 5’-CATCATGGCCAACTACTCCT-3’ | 5’-GCAATAGCCCACAAAGCAAC-3’ |
| SFTPA2B | 5’-TGAAGGACGTTTGTGTTGGA-3’ | 5’-CAGGAGGACATGGTGTTTCT-3’ |
| SLCO2A1 | 5’-TAGGCCTGCTCATTTCTTCA-3’ | 5’-AATCCACCAGGGAGCCTCTT-3’ |
| SOD2 | 5’-GCTGACGGCTGCATCTGTT-3’ | 5’-CCTGATTTGGACAAGCAGCAA-3’ |
| TCF7L1 | 5’-GAAGAAGCCTCTGAATGCCT-3’ | 5’-GAGACAGGTTGTGCCACTTT-3’ |
| TGFB1 | 5’-TCCAAGGTGACAAGCTGGAA-3’ | 5’-GGCTGCAGAACATTGGTGAT-3’ |
| TP63 | 5’-ACAGGAAGGCGGATGAAGAT-3’ | 5’-TGTGTGCTGAGGAAGGTACT-3’ |
| WNT4 | 5’-CCCTCATGAACCTCCACAACAA-3’ | 5’-CTCAGTGGCACCATCAAACT-3’ |

# Supplementary material for: Integrated Transcriptomic and Epigenomic Analysis of Primary Human Lung Epithelial Cell Differentiation
**Source:** PLoS Genet. 2013 Jun 20;9(6):e1003513. doi: 10.1371/journal.pgen.1003513
**Supplement:** Table S3 — ChIP primers.

**Table S3**. **ChIP Primers**

| Target Promoters | Forward | Reverse |
| --- | --- | --- |
| GAPDH | 5’- GGCTACTAGCGGTTTTACG-3’ | 5’- AAGAAGATGCGGCTGACTGT-3’ |
| MUC4 | 5’- AAACTAGGGACTCCTACTTG-3’ | 5’- GGACAGAATGGGGTGAAT-3’ |
| AQP5 (RXR site) | 5’-GAGAATCAAACCCAGGTCTTCT-3’ | 5’-CTGAGTCAAAGCCAAGGATCT-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

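Raw BeadStudio signals with detection p values, and the authors' normalized values, were used for 15 rat Illumina RatRef-12 arrays, 3 each of D0, D2, D4, D6 and D8. The raw signals are intensity values, which the authors made from array images with BeadStudio as averages over the beads of a probe and deposited without normalization between arrays. The methods state that the authors normalized by VSN through LUMI and used LIMMA in R 2.11.1. Each column of their normalized values equals the log2 of a linear function of the raw signal of the same array. The rat arrays are the part of the study used here. Human arrays, the comparison of species and the pathway analyses were not used here.
VSN was fitted anew to all probes and arrays by maximum likelihood, with a trimming quantile of 0.9, 7 rounds and 5 slices of signal, and its values were put on the log2 scale. A probe was counted as detected at a detection p under 0.01. Tests were run in R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and the Rand index was computed from clusters made in R. limma fitted 1 mean per day, and the contrasts D8 minus D0, D2 minus D0, D4 minus D2, D6 minus D4 and D8 minus D6 were adjusted by Benjamini-Hochberg over 22523 probes, with a threshold of 0.05. The contrast D8 minus D2 and the camera tests of single steps were added after the counts were seen. A fold against a day with no detection is a lower bound. The probe table gives a single gene symbol for 13793 probes, which stand for 13337 genes, and 8730 probes have none. Symbols of the probe table were brought to the current RefSeq symbol of the same gene identifier where there was one (13752 probes). List symbols were matched directly, through a RefSeq synonym that names 1 gene, or by the symbol of the probe table.
The 37 gene lists held 649 symbols, of which 526 have a named probe. They were markers of AT2, AT1, Krt8-positive transitional, macrophage, lymphocyte, fibroblast, endothelial, airway, erythroid and mesothelial cells. Further lists held G1/S, G2/M and cyclin D genes, TGFB ligands and TGFB-responsive genes, WNT, RXR and retinoid genes, and lung and hepatocyte-type transcription factors. Lipid lists held fatty acid synthesis, cholesterol, phosphatidylcholine and fatty acid oxidation genes. Others held tight junction, actin, basement membrane, ion transport, inflammatory, immediate early, class II, interferon, heat shock, unfolded protein response, glycolysis, oxidative phosphorylation and ribosomal genes, and the last the rat orthologs of the qRT-PCR genes of the study. camera used a preset correlation of 0.01. The genes named were the 12 with the largest change in each direction among those detected on all 3 arrays of the brighter day and with no overlap between days, the genes the paper names, up to 4 members per list and direction, and 3 per direction in each step. A few others are marked as named after their values were seen.
Arrays were clustered by Ward's method on Euclidean distances over the top 2% of probes by variance. No analysis by purification was made, since purifications could not be matched to arrays. Slide group was tested within day by an exact permutation test. Alternatives were other normalizations (neqc, log2 with quantile normalization, the authors' values, scaling to a common median), filters on dim probes at a detection p of 0.01 or 0.05 on at least 3 arrays, fits with only the days compared, slide as a term, as a random block or slide 1 alone, eBayes with trend and robust set, no moderation, a linear regression on day, thresholds of 1 on the log2 scale, treat at 0.5 and an adjusted p of 0.01, leaving out each array, the mean of all probes of a gene and an estimated correlation for camera, and for clustering the top 5% and 20%, another linkage and another distance.
The pipeline was tested on simulated data with 200 changed probes. At a log2 change of 2 between D0 and D8 it called 45 of 50 and at 1 it called 13 of 50, with 4 of 22323 unchanged probes called, and estimated changes of 2 had a median of 0.88 of the true size. At 0.5 it called 1 of 50, and at a change of 2 between D2 and D4 it called 34 of 50. The simulation changed far fewer probes than passed in the data, which makes the adjusted threshold stricter, so its shares do not carry over. Of the 4059 probes called between D0 and D8 in the data, 2866 changed by at least 1 in either direction, so smaller changes were called too. Dim probes limit the folds of 1124 of the probes that changed.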

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

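The tests of explanations given here were chosen only after the results were seen.
Gene lists that the paper does not discuss as sets, though it names single genes of some, changed between D0 and D8. Higher at D8 were basement membrane genes (median log2 change 2.40), ion and water transport genes (1.23), macrophage and leukocyte markers (1.10) and fibroblast and smooth muscle markers (1.42). With a correlation estimated for each list, only the first of these 4 passed camera (adjusted p = 0.00196, then 0.140, 0.396 and 0.385). Lower were class II (-4.31), airway (-1.36), unfolded protein response (-0.79), erythroid (-0.63), lymphocyte (-0.61) and ribosomal protein genes (-0.40). The class II and airway lists passed with an estimated correlation (0.00325 and 0.0186), and the unfolded protein response, erythroid, lymphocyte and ribosomal lists did not (0.281, 0.0871, 0.281 and 0.378), the last not with 3 of the other normalizations either. With bounds the fibroblast and lymphocyte medians were 0. At D2, cholesterol genes (1.38), interferon response genes (1.24) and actin and focal adhesion genes (0.59) were higher than at D0, though none of these 3 passed with an estimated correlation (adjusted p = 0.104, 0.252 and 0.191).
The change from D0 to D8 was compared between slides 3 and 1 as an interaction. Slide 3 holds 1 array per day, so that all of the spread comes from the pairs of slide 1 and the slide 3 arrays are assumed to vary like them. This test does not establish a difference between the slides. limma called 234 probes (3985 at an unadjusted p under 0.05), 120 with a higher and 114 with a lower change on slide 3, and 19 of the 234 are among the 4059 that changed between D0 and D8. Among gene lists, camera gave a median difference of 1.47 for AT2 markers, 0.47 for G1/S genes and -1.71 for fibroblast and smooth muscle markers (adjusted p = 1.1e-04, 0.0254 and 0.0254). With the authors' values, an alternative added after the result was seen, 16 probes were called (4166 at an unadjusted p under 0.05). Slide and purification cannot be told apart.
Of 15 TGFB-responsive genes, 7 were higher at D2 than at D0 and none was lower (camera adjusted p = 7.8e-07, and 0.104 with an estimated correlation, where the list did not pass). The 12 that are not on the list of fibroblast and smooth muscle markers had a median log2 change of 1.53 (1.19 to 1.91 over the pairings of D0 and D2 arrays). They include Vim, a marker of mesenchymal cells, so these 12 are not free of genes of such cells. The 6 fibroblast and smooth muscle markers detected on all D8 arrays had a median of -0.36 (-0.91 to 0.36). Their changes ran from -2.04 to 1.91, the last that of Col1a1, a TGFB-responsive gene too, which went the other way with no overlap of D0 and D2 arrays. Mfap5 among them was dim on both days, at 5.12 at D0 and 4.65 at D2. Markers so few, so spread and partly dim cannot decide whether fibroblasts increased by D2. All 14 fibroblast markers had a median of 1.68 (0.48 to 3.44) between D2 and D8 (camera adjusted p = 1.9e-07, and 0.137 with an estimated correlation, where the list did not pass). With bounds this median was 0, since 6 of the 14 were detected on all D8 arrays, and 3 of them, among them Col1a2, are TGFB-responsive genes too. An increase of fibroblasts, by D2 or after it, stays open. A response of the epithelial cells to culture was not tested and stays open.
Macrophage and leukocyte markers were higher at D8, though not with an estimated correlation. Their median change was 0.29 from D0 to D2 (camera adjusted p = 0.488). From D2 to D4 it was 1.17 (camera adjusted p = 2.7e-09, and 0.123 with an estimated correlation, where the list did not pass). In each later step it was -0.22. With the same filter for both lists, the 15 macrophage markers detected on all D0 or on all D8 arrays had a median log2 change of 1.17 (0.69 to 1.66 over the pairings), and the 4 lymphocyte markers a median of -1.24 (-1.51 to -0.98). Without a filter the medians were 1.10 (0.66 to 1.61) for all 17 and -0.61 (-1.23 to -0.07) for all 11. These lists moved apart. The 4 lymphocyte markers were detected on all D0 arrays and none of them on all D8 arrays, so that the filter favoured a fall. With bounds the median of all 11 was 0. The fibroblast list, left out of this comparison, had a median of 1.42, and 0 with bounds. These values cannot decide on a lower share of alveolar epithelial cells at D8, which stays open. More macrophages at D8 stay open, with 13 of the 15 changes positive and the others negative, down to -0.96. Lcp1 stood at 14.41 at D0 and 13.61 at D8, and Fcer1g at 12.42 and 13.59. A change within macrophages was not tested.
Immediate early and inflammatory genes were high at D0. Their median log2 changes between D2 and D8 were 0.21 (0.14 to 0.48 over the pairings) for 19 immediate early genes and -0.33 (-0.87 to 0.25) for 24 inflammatory genes. D0 is the only day right after isolation, so a response to cell isolation cannot be told apart from other features of D0. Inflammatory genes had a median of -2.39 (-2.81 to -1.76) between D0 and D2. The 9 macrophage markers detected on all D0 arrays had a median of 0.35 (-1.24 to 1.73), so as a set they did not fall as much. Their range runs from a fall to a rise, so whether macrophages were lost by D2 stays open. A change with time in culture stays open and was not tested.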

How the results depend on the processing

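Of the alternatives, only the slide difference with the authors' values was chosen after the result was seen.
No change between D0 and D8 of a named gene or a gene list that passed was reversed, while some that did not pass, such as that of Nkx2-1, changed sign. Of the 169 named genes, 168 were on the same side of the threshold with the authors' values, 155 with median scaling, 147 with only the arrays of the 2 days and 169 with slide group as a term. Leaving out 1 array gave 3232 to 3970 probes between D0 and D8, 1701 to 2303 higher and 1531 to 1745 lower, 3283 to 4070 between D0 and D2, 108 to 219 between D2 and D4, 0 by limma between D4 and D6 and between D6 and D8 (434 and 435 at an unadjusted p under 0.05 with all arrays), and 21 to 23 lists.
Between D0 and D8, 2557 probes passed with only the arrays of the 2 days (1296 higher), where fewer arrays estimate the spread, 2461 with a linear regression on day (1373 higher, 1088 lower), 1931 with treat at 0.5 (947 higher, 984 lower) and 2704 at an adjusted p of 0.01 (1439 higher). With slide group as a term 5690 passed, 5838 with slide, 5673 with slide as a random block and 4695 to 4859 with 3 other normalizations and the filters on dim probes. With a log2 change of at least 1, 1467 were higher. With median scaling 1205 were lower, and the cause was not tested. In genes the counts were 1985 (1016 higher), 1883 (1063 higher, 820 lower) and 1503 (743 higher, 760 lower) in the first 3 of these settings, and 1133 were higher both at a log2 change of at least 1 and at an adjusted p of 0.01. Between D0 and D2, 2738 passed with only the arrays of the 2 days.
The count between D2 and D4 was 720 with neqc, 897 with log2 and quantile normalization, 751 with the authors' values, 692 and 592 with the filters on dim probes, 113 with only the arrays of the 2 days, 922 with slide group as a term, 980 with slide, 886 with slide as a random block, 532 on slide 1 alone and 550 with trend and robust moderation, and the cause was not tested. On slide 1 alone 1 probe passed between D4 and D6.
Ribosomal protein genes did not pass camera with neqc (adjusted p = 0.202), log2 and quantile normalization (0.163) or median scaling (0.0687), and oxidative phosphorylation genes passed as higher with all 3 (0.00549, 0.00186 and 0.0346) and with the authors' values (0.0111), as did actin and focal adhesion genes (0.00716, 0.00610, 0.0131 and 0.0203). With an estimated correlation 10 lists passed, 3 higher and 7 lower, and 4 were higher with either filter on dim probes, which leaves fewer probes tested. With a linear regression on day, cholesterol genes passed as lower (adjusted p = 0.00379) and unfolded protein response genes did not pass (0.0902). The adjusted Rand index of 3 clusters against day was 0.222 with the top 20% of probes. PC1 held 52.4% of the variance with neqc, 60.2% with log2 and quantile normalization, 58.3% with the authors' values and 76.5% with the top 2% of probes, where slide group explained 37.8% of PC2, and the cause was not tested. The difference of the change between slides was called for 16 probes with the authors' values.
No paired analysis was possible because the labels carry no replicate numbers and do not say which arrays of different days share a preparation. Of the probes that changed between D0 and D8, 1124 were at background on their dimmer day, which limits their folds.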

Differences from the paper's values

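Of the paper's 6 counts for the rat arrays, all are higher than those computed here, and 2 are so by over 1.5 times. The paper gives 4799 genes changed, where 3096 named genes were found here at an adjusted p of 0.05, and the paper gives 2793 genes upregulated, where 1739 were found here. How the paper counted genes is not stated. Its genes are nearly as many as its probes, while 927 of the 4059 probes here have no gene name and are not in the gene counts, and with the authors' values 4859 probes gave 3741 named genes. The other counts are 4860 probes, 2835 upregulated and 1983 downregulated, and 1964 downregulated genes in the paper, and 4059, 2233, 1826 and 1358 here. Of the alternatives set before the data were examined, neither gene count differed by over 1.5 times with neqc (3641 and 2088), log2 and quantile normalization (3711 and 2108), the authors' values (3741 and 2272), the filters on dim probes (3619 and 2199, 3626 and 2139), slide group as a term (4189 and 2396), slide as a term (4258 and 2429), slide as a random block (4191 and 2386), slide 1 alone (3451 and 1885) and trend and robust moderation (3426 and 1956). Without moderation the total did not (3249) and the upregulated genes did (1839). With median scaling, only the arrays of the 2 days, a linear regression on day, a log2 change of at least 1, treat, an adjusted p of 0.01 and each array left out, both did.
With the authors' values limma called 4859 probes, 2877 higher and 1982 lower, where the paper gives 4860, 2835 and 1983. The paper's numbers of upregulated and downregulated probes do not add up to its total.
In Fig. 2A, read by eye, the first division of the arrays sets the D0 arrays together with D2 arrays and with later arrays of 1 purification. Here the first division set the 3 D0 arrays apart from the other 12, with the top 2%, 5% and 20% of probes. The paper's text has purified AT2 cells in a cluster of their own, as found here.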

Other observations

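All tests of other splits of the arrays were chosen after the results were seen.
Of 30 WNT pathway genes, 7 were higher at D8, among them Porcn at 2.22, and 5 were lower, Fzd8 at -1.55, Tcf7l1 at -1.02, Fzd5, Tcf7l2, not detected at D8, and Sfrp4, the last named after its values were seen (7 higher and 6 lower adjusted over the list alone, median -0.15, with bounds 0, mean 0.14, camera adjusted p = 0.709). The WNT list was higher at D4 than at D2 (median 0.17, camera adjusted p = 0.0226, and 0.120 with an estimated correlation) and at D8 than at D2 (median 0.22, camera adjusted p = 0.00218, and 0.0381 with an estimated correlation), with 1 gene higher and 1 lower by limma from D2 to D8. The Tcf7l2 call of limma was lost without D0 s1I, D0 s3A or D8 s1G (adjusted p up to 0.0990). Of 18 genes of RXR and its partner receptors, Rxrg at -3.64, detected on 1 D8 array, Nr4a2, Thra at -1.72 and Ppard were lower and Rarb and Rara were higher (3 higher and 4 lower adjusted over the list alone, median 0.06, with bounds 0, mean -0.34, camera adjusted p = 0.357). limma's call of Rara was lost without D0 s3A or D8 s3I (adjusted p up to 0.105). Rxra and Rxrb had log2 changes of -0.33 and 0.11 and did not pass, and Ppara was not detected at D0 or D8. Of 12 retinoid metabolism genes, Aldh1a1 at -2.05 and Rdh10 at -1.47 were lower and Cyp26b1 was higher (1 higher and 2 lower adjusted over the list alone, median -0.16, with bounds 0, camera adjusted p = 0.388), the last call lost without D0 s1H, D0 s1I, D0 s3A, D8 s1G or D8 s1J (adjusted p up to 0.215) in limma. Of 22 rat orthologs of the genes measured by qRT-PCR, 7 were higher and 7 lower (7 higher and 7 lower adjusted over the list alone, median -0.19, with bounds 0, camera adjusted p = 0.308), a list of the study's own. The paper measured its most up- and its most down-regulated human genes in this way, so the list joins both directions. Its median and camera test therefore cannot show whether the rat changes follow the human ones. Akt1 rose by 1.12 (adjusted p = 0.00207 from limma), Gapdh had a change of 0.48 and did not pass, and Pgc was not detected at D0 or D8. Fzd2 has no named probe.
With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split gave 4059 probes and 3096 genes between D0 and D8, 4181 probes between D0 and D2, 314 between D2 and D4 and 581 between D2 and D8, each reached by 1 split, and the highest of the others gave 0. Between D4 and D6 and between D6 and D8 all 10 splits gave 0 by limma (434 and 435 probes at an unadjusted p under 0.05 in the real split). For gene lists the real split of D0 and D8 gave 22, reached by 1 split, and the highest of the others gave 14. Each of the other splits sets 2 arrays of one day and 1 of the other against the reverse. It keeps part of the difference between the days and puts the rest into the spread within groups, which lowers limma's counts. The counts of 0 in these splits are therefore no measure of chance.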
